# Transcriptional and Functional Analysis of Bifidobacterium animalis subsp. lactis Exposure to Tetracycline

**DOI:** 10.1128/AEM.01999-18

**Published:** 2018-11-15

**Authors:** Wesley Morovic, Paige Roos, Bryan Zabel, Claudio Hidalgo-Cantabrana, Anthony Kiefer, Rodolphe Barrangou

**Keywords:** Bifidobacterium animalis subsp. *lactis*, antibiotic resistance, tetracycline, RNA sequencing, genomics, droplet digital PCR, ATP luminescence

## Abstract

Commercial probiotic bacteria must be tested for acquired antibiotic resistance elements to avoid potential transfer to pathogens. The European Food Safety Authority recommends testing resistance using microdilution culture techniques previously used to establish inhibitory thresholds for the Bifidobacterium genus. Many Bifidobacterium animalis subsp. lactis strains exhibit increased resistance to tetracycline, historically attributed to the ribosomal protection gene *tet*(W). However, some strains that harbor genetically identical *tet*(W) genes show various inhibition levels, suggesting that other genetic elements also contribute to observed differences. Here, we adapted several molecular assays to confirm the inhibition of B. animalis subsp. *lactis* strains Bl-04 and HN019 and employed RNA sequencing to assess the transcriptional differences related to genomic polymorphisms. We detected specific stress responses to the antibiotic by correlating ATP concentration to number of viable genome copies from droplet digital PCR and found that the bacteria were still metabolically active in high drug concentrations. Transcriptional analyses revealed that several polymorphic regions, particularly a novel multidrug efflux transporter, were differentially expressed between the strains in each experimental condition, likely having phenotypic effects. We also found that the *tet*(W) gene was upregulated only during subinhibitory tetracycline concentrations, while two novel tetracycline resistance genes were upregulated at high concentrations. Furthermore, many genes involved in amino acid metabolism and transporter function were upregulated, while genes for complex carbohydrate utilization, protein metabolism, and clustered regularly interspaced short palindromic repeat(s) (CRISPR)-Cas systems were downregulated. These results provide high-throughput means for assessing antibiotic resistances of two highly related probiotic strains and determine the genetic network that contributes to the global tetracycline response.

**IMPORTANCE** Bifidobacterium animalis subsp. lactis is widely used in human food and dietary supplements. Although well documented to be safe, B. animalis subsp. *lactis* strains must not contain transferable antibiotic resistance elements. Many B. animalis subsp. *lactis* strains have different resistance measurements despite being genetically similar, and the reasons for this are not well understood. In the current study, we sought to examine how genomic differences between two closely related industrial B. animalis subsp. *lactis* strains contribute to different resistance levels. This will lead to a better understanding of resistance, identify future targets for analysis of transferability, and expand our understanding of tetracycline resistance in bacteria.

## Abstract (precis)

Bifidobacterium animalis subsp. lactis is widely used in human food and dietary supplements. Although well documented to be safe, B. animalis subsp. *lactis* strains must not contain transferable antibiotic resistance elements. Many B. animalis subsp. *lactis* strains have different resistance measurements despite being genetically similar, and the reasons for this are not well understood. In the current study, we sought to examine how genomic differences between two closely related industrial B. animalis subsp. *lactis* strains contribute to different resistance levels. This will lead to a better understanding of resistance, identify future targets for analysis of transferability, and expand our understanding of tetracycline resistance in bacteria.

## INTRODUCTION

Bifidobacterium animalis subsp. lactis is a Gram-positive commensal species with a long history of safe use in food (1). B. animalis subsp. *lactis* is often used as an ingredient in yogurt and as a main component of probiotic dietary supplements (2, 3). Probiotics are defined as live microorganisms that, when administered in adequate amounts, confer a health benefit on the host (4, 5). Indeed, clinical studies assessing supplementation with B. animalis subsp. *lactis* have revealed probiotic effects, such as improved gastrointestinal transit and comfort (6–8), immune modulation (9, 10), and control of abdominal fat mass (11). More recently, microbiome analysis by DNA sequencing has demonstrated that B. animalis subsp. *lactis* also modulates gut and colorectal cancer-associated microbiota (12, 13). Genome sequencing of B. animalis subsp. *lactis* strains has determined genetic modes of action for various cellular functions and showed this subspecies to be somewhat monomorphic (14–17). Although all B. animalis subsp. *lactis* strains characterized so far are generally considered safe for consumption and show no toxic effects during *in vivo* animal studies (1), many exhibit tetracycline resistance, which is typically attributed to a *tet*(W) gene (18, 19). Furthermore, many strains have mobile genetic elements adjacent to the *tet*(W) gene, which may contribute to horizontal gene transfer, as demonstrated previously (20). Attempts to force translocation of *tet*(W) by conjugation have failed, which suggests that that this genetic combination does not pose a major transfer threat and may therefore be safe for consumption (18, 21). Interestingly, strains of B. animalis subsp. *lactis* with genetically identical *tet*(W) and transposase genes have different inhibition levels (18, 22, 23).

Tetracycline antibiotics were first developed in the 1940s and are used for many human ailments, such as pneumonia, cholera, and malaria (24), as well as in agriculture for growth promotion (25). Tetracyclines are a family of broad-spectrum, bacteriostatic drugs that prevent the aminoacyl-tRNA from binding to the A site on the 30S ribosome, thus inhibiting the elongation step in ribosomal protein synthesis (24, 26). Expanded- and broad-spectrum tetracycline families were developed to broaden the range of targets and circumvent resistance (27). There are four known tetracycline resistance mechanisms, as follows: factor-assisted ribosomal protection, point mutation of the ribosome, removal of the drug by efflux, and enzymatic inactivation of the drug (26–28). The *tet*(W) gene in B. animalis subsp. *lactis* is a GTPase that protects the ribosome by modifying the tetracycline target binding site (29). To test inhibition levels, the European Food Safety Authority (EFSA) recommends growing an individual strain in a concentration gradient of antibiotic until visible growth is inhibited (30). Here, we use microbiological and molecular methods to examine strain-specific responses to tetracycline in B. animalis subsp. *lactis* Bl-04 and HN019, commercial probiotic strains that have been confirmed to have few genomic differences, while likely having phenotypic differences (15).

## RESULTS

### *In vitro* antibiotic testing.

B. animalis subsp. *lactis* Bl-04 and HN019 were tested against the full complement of antibiotics outlined by the EFSA (Fig. 1). Interestingly, both strains have similar MIC levels for gentamicin and streptomycin, which target the 30S ribosome, at or below the recommended threshold. However, the MICs of the strains were above the recommended tetracycline threshold set for bifidobacteria (8 μg/ml), being 16 μg/ml and 32 μg/ml for Bl-04 and HN019, respectively. Furthermore, resistance to kanamycin was higher in Bl-04, although there is no recommended threshold. The strains were not above the threshold for any of the other antibiotics tested. These results demonstrate the specificity of resistance to individual drug molecules within strains.

**FIG 1:**
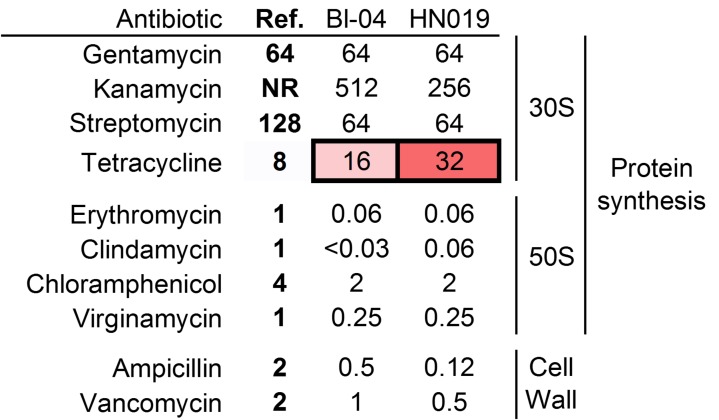
MIC profiles compared to the breakpoints for various antibiotics. Concentrations are in μg/ml. Boldface values are the thresholds for each antibiotic. Values in red are above the thresholds for bifidobacteria. Ref., threshold level for antibiotic. NR, testing was not required.

ATP concentrations were assayed to quantify any potential nonvisible growth over a range of tetracycline concentrations (Fig. 2A). ATP concentration was measured, as it is indicative of cellular metabolism and enzymatic processes (31). The tetracycline dilution series was aligned with the Bioo tetracycline detection assay standards to ensure correct amounts (Fig. S1). Both strains showed overall decreases in ATP levels at the respective MICs; however, the ATP levels did not reach the levels of the negative control. The strains were further tested at 8 and 16 μg/ml tetracycline and were significantly different at each concentration (2-sample *t* test; *P* < 0.001) (Fig. 2B). Surprisingly, the ATP concentration in HN019 increased with added tetracycline. Because ATP-activated efflux is a key resistance factor, we hypothesized that the increase in HN019 represents a stress response rather than growth. Digital PCR has recently been demonstrated to rapidly and accurately quantify probiotic cells (32), and it was used to quantify each strain separately (Fig. 2C and D). Comparing droplet digital PCR (ddPCR) to ATP concentrations (Fig. 2E and F) showed the concentration of both strains declining with increased tetracycline, which correlated with the ATP concentration for Bl-04 (*P* = 0.01) but not with that for HN019 (*P* = 0.569). We further hypothesized that measuring an acute exposure of the strains to tetracycline would demonstrate resistance more relevant for *in vivo* conditions, as the ISO method has a very small starting concentration of cells. The alternative method to the ISO procedure (denoted as LOG experiments) showed that ATP concentrations decreased in both strains until 8 μg/ml, followed by drastic increases in ATP compared to the slope of the ddPCR (Fig. 2G and H). Interestingly, after the initial decrease, the ATP concentrations peaked at 16 μg/ml for Bl-04 and 32 μg/ml for HN019, which are their respective MICs using the ISO method. This suggested that there are different cellular responses to tetracycline, and it might reflect normal growth behavior rather than persistence with a stress response at higher antibiotic concentrations.

**FIG 2:**
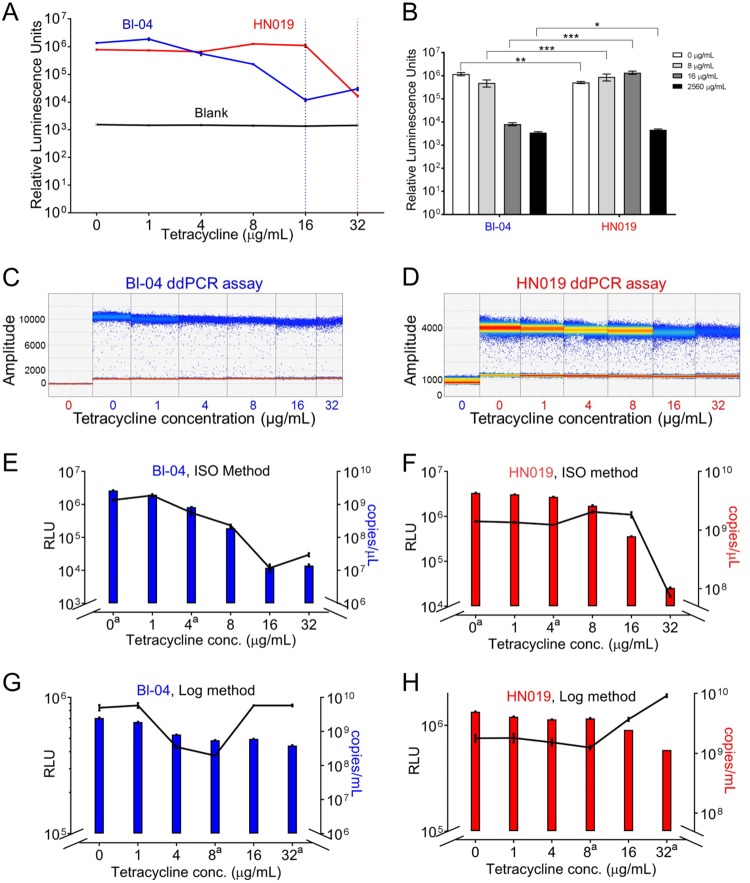
Assay of tetracycline response using ATP luminescence and droplet digital PCR. (A) ATP quantification using the microdilution procedure, with the dotted vertical lines showing the MIC levels for both strains. (B) The difference in ATP response between the two strains at the MIC thresholds (*, *P* < 0.01; **, *P* < 0.001; ***, *P* < 0.0001; paired *t* test). Droplet digital PCR results for the (C) Bl-04 and (D) HN019 assays show number of droplets per amplitude with a quantitative heat map applied. Sample colors in the *x* axes denote Bl-04 (blue) and HN019 (red) by tetracycline concentration. Droplet digital PCR assay results are shown as colored bars for (E) Bl-04 and (F) HN019 compared to ATP concentration (black lines). The experiment was repeated using acute exposure to tetracycline for (G) Bl-04 and (H) HN019. The *y* axes have been adjusted to better show overall correlation. ^a^Conditions used for the RNA-seq experiments.

### Genome comparison.

A hybrid sequencing approach for B. animalis subsp. *lactis* HN019 yielded a complete genome of 1,935,423 bp with an overall G+C content of 60.5%, and rapid annotation using subsystem technology (RAST) annotation predicted 1,620 coding sequences and 61 RNAs. While previous studies have compared the genomes of various B. animalis subsp. *lactis* strains, HN019 has been assessed either by targeted sequencing of specific genomic regions, or using a draft sequence (14, 15). Our genome sequence of HN019 showed 97.9% nucleotide pairwise identity to that of Bl-04 and was highly similar in structure and content (Fig. 3A). There were, however, genetic differences between the strains at 29 distinct genomic locations (Table S1), which were assessed using targeted PCR (Table S1). Previously reported deletions in a long-chain-fatty-acid–coenzyme A (CoA) ligase gene and clustered regularly interspaced short palindromic repeat (CRISPR) spacer region were confirmed (15). Insertion/deletion (indel) locations 22 and 23 were confirmed to be errors in the Bl-04 genome, and indels 26 and 28 could not be confirmed by PCR due to repeated nucleotide regions. There was a large difference at Bl-04 position 1304794, annotated as a transposase (BALAC_RS05595) (Fig. 3B). The HN019 genome instead encoded an ABC transporter and alpha-glucosidase that are located near indel 28 in the Bl-04 genome. Furthermore, the Bl-04 genome showed an additional rRNA operon near the same indel. Because repeated elements like transposons and rRNAs are notoriously difficult to assemble, especially without long-read sequencing technology (33), we assumed the Bl-04 genome had an assembly error and did not include genes from the misassemblies in the downstream indel analysis. Interestingly, the Bl-04 genome encoded an NAD synthetase, an NAD^+^ synthetase, and a hypothetical protein (predicted COG3077 DNA damage-inducible protein J) starting at position 1868346 in the Bl-04 genome that are not in the HN019 genome, although there was a different NAD synthetase in the HN019 genome at position 1244980 (Fig. 3C). The new HN019 assembly also showed two small intergenic insertions at positions 1721502 and 1820496 in the HN019 genome. Indels 14A and 14B occur in the same gene, and 14B alters a predicted restriction site found in B. animalis subsp. *lactis* (34). Comparing functional scenarios using RAST showed the same results in most categories, and all differences were due to the above polymorphisms. The additional stress response element was an error in the RAST prediction.

**FIG 3:**
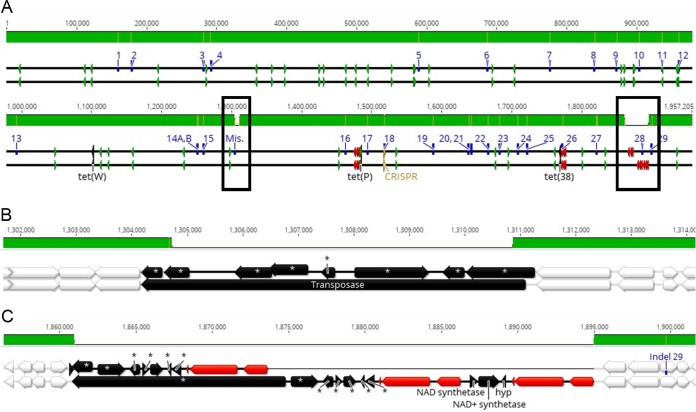
Comparative genomics of B. animalis subsp. *lactis* Bl-04 and HN019. The HN019 genome (top black line) is aligned to Bl-04 (bottom black line) using progressiveMauve. The top green bar shows identity, with yellow and white areas showing polymorphisms and deletion events, respectively. The sequence lines show various annotations, as follows: blue, indels from Fig. 6; green, tRNAs; red, rRNAs; gold, CRISPR-Cas. The whole-genome alignment is divided into two continuous indel sequence lines (A) and zoomed in to the (B) possibly misassembled and (C) indel 28 regions. Annotations with asterisks are present elsewhere in the opposite genome. White annotations are identical between the strains. Unique gene names are annotated.

Reannotating both strains with RAST revealed seven genes related to antibiotic resistance, as follows: three for tetracycline, including *tet*(W), and four for fluoroquinolones. The genomes were compared to the Antibiotic Resistance Genes Database (ARDB), Comprehensive Antibiotic Resistance Database (CARD), and Antibiotic Resistance Gene-ANNOTation (Arg-Annot) using a blastx search, but no additional resistance genes met the 80% nucleotide identity threshold. The *tet*(W) gene and two putative tetracycline resistance genes had 100% DNA sequence identity between the two strains, and neither putative gene was in proximity (within 5 kb) to known mobile genetic elements. Both tetracycline resistance genes were further analyzed for protein function relative to *tet*(W), as antibiotic resistance genes share similar functionality with nonresistance genes that may be difficult to distinguish (35). The gene at Bl-04 position 1479751 was originally annotated as a translation elongation factor for GTPases (EF-G; locus tag BALAC_RS06365), and had a Tet(M) domain similar to that of the *tet*(W) gene. This is likely due to elongation factors binding to the same region of the ribosome as resistance proteins. The closest match to this gene in the ARDB was *tet*(P) from Clostridium perfringens, with a 30.1% amino acid match, which also has a 37.8% identity to the *tet*(W) amino acid sequence. The gene with locus tag BALAC_RS07425 at Bl-04 position 1763551 is a transport permease with amino acid regions that match antibiotic resistance transporters. The amino acid sequence is 99.8% identical to that of *tet*(36) in B. animalis subsp. *lactis* AD011. A *tetR* tetracycline repressor gene (BALAC_RS07655) was also homologous between the two strains. Other nonantibiotic resistance permeases are present in both strains, and efflux transport is a widespread feature, as there are 31 other membrane transport genes encoded in that genome (Table 1).

**TABLE 1:** Metabolic responses to the tetracycline experiments

RAST category	B. lactis strain^*a*^:													
	Bl-04							HN019						
	Annotated genes^*b*^	ΔISO_4		ΔLOG_8		ΔLOG_32		Annotated genes^*c*^	ΔISO_4		ΔLOG_8		ΔLOG_32	
		↓	↑	↓	↑	↓	↑		↓	↑	↓	↑	↓	↑
Amino acids and derivatives	200			1	17	13	24	200		1	1	17	11	18
Carbohydrates	158			15	12	41	23	163			20	12	59	9
Cell division and cell cycle	24			1		2		24					1	
Cell wall and capsule	56			4		16	2	56			2		17	2
Cofactors, etc.	80				11	2	18	76				11	2	13
DNA metabolism	56			2		7	4	55			3		7	3
Dormancy and sporulation	1							1						1
Fatty acids, lipids, and isoprenoids	34				6	1	6	34			5	6	1	6
Iron acquisition and metabolism	0							0						
Membrane transport	31				10	4	16	31				10	4	14
Metabolism of aromatic compounds	3							3						
Miscellaneous	13				1	1	1	13				1	7	1
Motility and chemotaxis	5			1	1	2	1	5			1	1	2	
Nitrogen metabolism	8							8						3
Nucleosides and nucleotides	67			5		6		67			2		8	1
Transposable elements, etc.	0							0						
Phosphorus metabolism	24					7		24			1		6	
Photosynthesis	0							0						
Potassium metabolism	11			1		2	6	11			2		3	
Protein metabolism	176			1		30	4	176			4		12	6
Regulation and cell signaling	12			1	1	6	1	11			1	1	3	
Respiration	11					7		11					7	1
RNA metabolism	63				1	1	6	63				1	1	4
Secondary metabolism	2					2		1					2	
Stress response	30		1	3	1	5	4	31			1	1	5	6
Sulfur metabolism	18			2	1	2	7	18			3	1	2	8
Virulence, disease, and defense	28			1	3	3	4	28			2	3	4	2
Not in subsystem	867	31	27	103	122	219	286	872	12	1	134	108	234	289

a The numbers of genes in each metabolic category that are significantly upregulated (↑) or downregulated (↓) are shown by strain and by results of each experiment compared to those of the control experiment (ISO_0).

b Total number of genes annotated by RAST in the B. lactis Bl-04 genome.

c Total number of genes annotated by RAST in the B. lactis HN019 genome.

### Transcriptional response to tetracycline.

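Bl-04 and HN019 are 2 strains of *B. animalis* subsp. *lactis*, and their RNA was sequenced in 16 libraries, with 2 replicates of each strain in each of 4 experiments. In ISO_0 and ISO_4, cultures grew from a diluted inoculum with 0 and 4 μg/ml tetracycline, an antibiotic that binds the bacterial ribosome. In LOG_8 and LOG_32, the undiluted inoculum was added to 8 and 32 μg/ml, so a comparison of these experiments with ISO_0 changes the inoculum together with the drug. Bl-04 was collected after 14, 22, 12 and 18 h in ISO_0, ISO_4, LOG_8 and LOG_32, and HN019 after 14, 18, 4 and 13 h. The paper calls the 2 samples of a group biological replicates, made in duplicate volumes, and its text does not say whether each came from an inoculum of its own, so the p-values measure only the spread between these samples. Both libraries of Bl-04 LOG_8 carry the culture number 1 in the deposited counts, while their sample titles number them 1 and 2. Whether they come from 1 culture is thus open. The authors removed rRNA, made stranded libraries and mapped the read pairs of both strains to the Bl-04 genome in Geneious. Their deposited table gives for each library the reads on 1567 coding sequences and holds no rRNA or tRNA genes. The reads assigned to these genes came to 10610596 and 11629977 in Bl-04_ISO_0, 11772961 and 11909030 in Bl-04_ISO_4, 9834504 and 10188494 in Bl-04_LOG_8, and 11373087 and 13664143 in Bl-04_LOG_32. In HN019 they came to 9859433 and 11241996 in ISO_0, 10808530 and 11851085 in ISO_4, 9984496 and 10674286 in LOG_8, and 13190532 and 13616169 in LOG_32. The median over the 16 libraries was 11307542 reads and the mean 11388082, which is 5694041 pairs if both mates are counted. The values used here rest on the reads assigned to genes. The deposited counts were rounded to whole numbers and tested with edgeR's quasi-likelihood method over all 16 libraries, which share 1 estimate of the spread. A gene was called higher or lower at a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 2-fold. Log2 fold changes are given with the standard error of that fit after ± and rest on 2 libraries in each group, and RPKM values are given as the mean ± SD of 2 libraries.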

RNA transcript sequencing yielded an average of 6,594,563 paired-end reads per experiment. Although single reads were generated for each replicate, only paired-end reads were included in subsequent analysis. All read sets from both strains were mapped to the B. animalis subsp. *lactis* Bl-04 genome to directly analyze differences between the strains, with the Bl-04_ISO_0 experiment as the overall control. The read assemblies confirmed the PCR test findings, with indels 22, 23, and 27 incorrect in Bl-04. Reads could not be distinguished between the different RNA gene operons, so indel 26 could not be analyzed. 

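The genes at indel 28 lie next to each other in the Bl-04 genome, Balac_1582 at 1868346 to 1868882 and Balac_1583 at 1868917 to 1870251, both annotated as NAD synthetases, and Balac_1584, a hypothetical protein, at 1870415 to 1870684. NAD synthetase makes the final step to the redox cofactor NAD. In ISO_0 the 3 genes together held 2321 reads in the 2 Bl-04 libraries and 2 in the 2 HN019 libraries, a ratio of 1160.5 with a 95% counting interval from 321 to 9588. The reads were 2491 in Bl-04 and 6 in HN019 in ISO_4, and 6550 and 2 in LOG_8. In LOG_32 they were 69658 and 1, a ratio of 69658 (interval from 12502 to 2751380). Within Bl-04, log2 fold changes of LOG_32 against ISO_0 were 4.95 ± 0.21 for Balac_1582, 4.55 ± 0.22 for Balac_1583 and 3.33 ± 0.23 for Balac_1584 (adjusted p of at most 5.08e-07 from edgeR). The intervals cover counting error only, and fold changes within HN019 are not given for these genes.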

None of the HN019 experiments resulted in reads for the NAD synthetase operon (indel 28), confirming the absence of the associated genes. The average correlation of the biological replicates was *R*^2^ = 0.9638, with the lowest correlation being *R*^2^ = 0.9226 for HN019_ISO_4 and the highest being *R*^2^ = 0.9889 for Bl-04_LOG_32 (Fig. 4A). 

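The R² of log2(RPKM + 1) across the 1567 genes averaged 0.982 over the 8 pairs of replicates. It was lowest in HN019_ISO_4, at 0.935, next in Bl-04_ISO_4, at 0.972, and 0.993 in HN019_LOG_8, Bl-04_LOG_8 and Bl-04_LOG_32. The replicates differed by more than 2-fold for 104 genes in HN019_ISO_4 and 49 in Bl-04_ISO_4, for 14 in Bl-04_ISO_0 and 18 in HN019_ISO_0, and for 2 to 6 genes in the LOG groups. The widest gap was at a sugar ABC transporter. Its genes Balac_1597, Balac_1598 and Balac_1599 held 12309, 13762 and 17862 reads in HN019_ISO_4 replicate 1 and 172, 102 and 146 in replicate 2. The alpha-galactosidase gene Balac_1601 beside them held 15265 and 956. Genes named for the gap between replicates were chosen after their values were seen, and genes are not independent replicates, so no p-value goes with these R² values.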

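Balac_1036 and Balac_0180, picked after their values were seen, are examples of genes at which the ISO_4 replicates stood apart in both strains. Balac_1036, a ferrous iron transport protein, held 7232 reads in Bl-04_ISO_4 replicate 1 and 1352 in replicate 2, and 5691 and 988 in HN019_ISO_4. Balac_0180, a permease of a cobalt transport system, held 522 and 90 reads in Bl-04_ISO_4 and 431 and 57 in HN019_ISO_4. The counts of the 500 most variable genes were variance-stabilized and placed on principal components. On the first 2 components the replicates lay 0.917 apart in Bl-04_ISO_0 and 1.74 in HN019_ISO_0, 5.23 and 6.23 in ISO_4, 0.921 and 1.44 in LOG_8, and 1.42 and 0.236 in LOG_32. With 2 libraries in each group these distances carry no test.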

Analysis of all replicates by principal-coordinate analysis (PCA) (Fig. 4B) showed replicates clustering better with the higher concentrations of tetracycline. Importantly, the experiments separated by concentration along the *x* axis and by strain along the *y* axis, indicating that antibiotic effect accounts for much of the observed differences, followed by strain. 

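In LOG_8, Balac_0315 (JadJ, beside a propionyl-CoA carboxylase gene) was lower in HN019 than in Bl-04, with a log2 difference of −5.60 ± 0.48, as was Balac_0317, the fatty acid synthase (−4.38 ± 0.44), while Balac_0327, a ribonucleotide reductase subunit that makes deoxyribonucleotides for DNA, was higher (3.56 ± 0.54). For these genes, edgeR gave an adjusted p of at most 1.26e-04. Between the strains, 155 genes were higher and 200 lower in HN019 in LOG_8, and 136 were higher and 181 lower in LOG_32. PC1 held 60.7% of the variance and PC2 22.4%. The Bl-04 groups lay at −18.0 on PC1 in ISO_0, −11.6 in ISO_4, 2.02 in LOG_8 and 28.2 in LOG_32. HN019 lay at −15.4, −16.3, −0.555 and 31.6. On PC2, the Bl-04 groups ran from −15.6 to −4.92 and the HN019 groups from 5.79 to 15.6.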

The overall gene expression differed from that of the control with increased tetracycline exposure (Fig. 5).

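The share of the 1567 genes called in Bl-04 against ISO_0 was 5.23% in ISO_4, 20.7% in LOG_8 and 47.4% in LOG_32, and in HN019 it was 3.45%, 19.7% and 47.6%. Balac_1027, a carbon starvation protein that takes up peptides in other bacteria, had log2 fold changes of 1.59 ± 0.16, 2.29 ± 0.17 and 4.16 ± 0.17 in the 3 experiments of Bl-04 and of 0.15 ± 0.16, 1.65 ± 0.16 and 3.74 ± 0.17 in HN019. Balac_0708, an ABC transporter ATP-binding protein, had 1.41 ± 0.25, 1.91 ± 0.24 and 5.39 ± 0.24 in Bl-04 and 0.86 ± 0.25, 1.55 ± 0.24 and 4.56 ± 0.23 in HN019. Balac_0097, an integral membrane protein, was lower in Bl-04, with −3.69 ± 0.44, −4.33 ± 0.45 and −5.18 ± 0.47. edgeR's adjusted p for these genes was at most 9.35e-04 except in HN019 in ISO_4, where neither named gene was called (adjusted p of 0.512 for Balac_1027 and 0.0242 for Balac_0708, which is called at 1.06 without HN019_ISO_0 replicate 1). The HN019 share in ISO_4 falls to 0 genes when edgeR is fitted to only the 4 libraries compared.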

**FIG 4:**
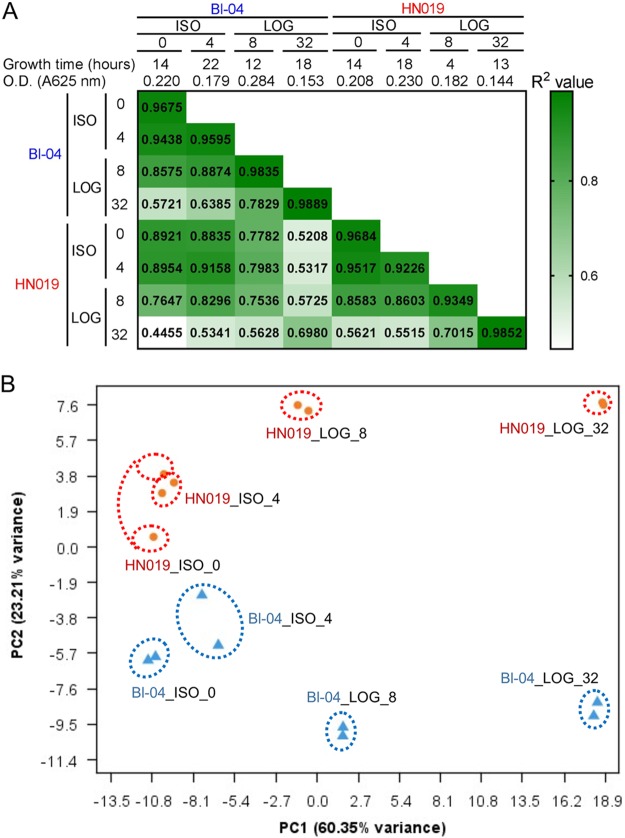
Overview of the RNA sequencing results. (A) The test conditions and *R*^2^ correlations between different sample sets are shown with the heat map. Replicates are shown in the diagonal cells that match experiment names. (B) Principal-coordinate analysis shows the variation between strains determined using the DESeq2 method for Bl-04 (blue triangles) and HN019 (orange circles).

**FIG 5:**
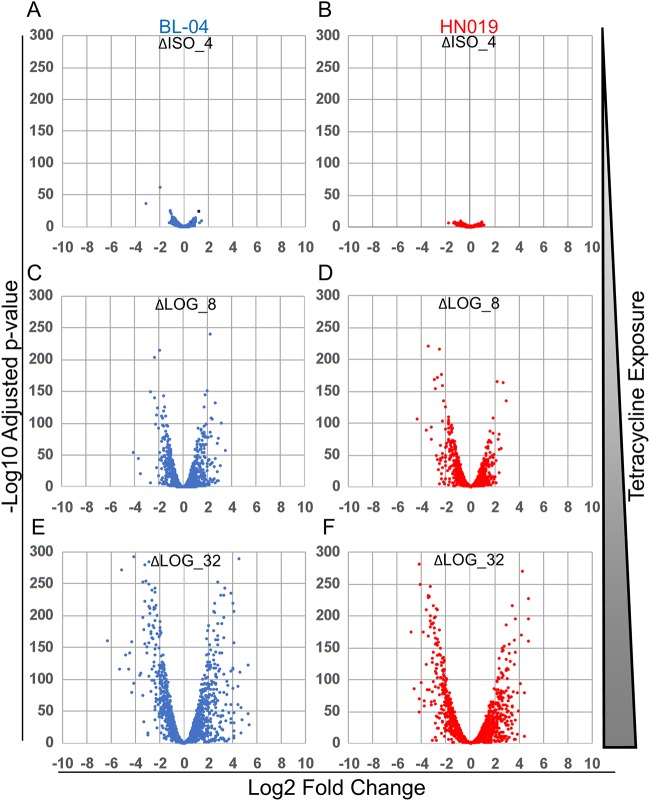
Volcano plots of expression differences between Bl-04 and HN019 during different tetracycline exposures. Experimental names compared to the control ISO_0 experiment with no tetracycline are shown at the top of each plot and are as follows: (A) Bl-04 ΔISO_4, (B) HN019 ΔISO_4, (C) Bl-04 ΔLOG_8, (D) HN019 ΔLOG_8, (E) Bl-04 ΔLOG_32, and (F) HN019 ΔLOG_32. Negative log change represents higher expression in the control (ISO_0), and positive log change indicates higher expression in the respective treatments. Results are shown for Bl-04 (blue) and HN019 (red).

The assembly of reads to a single genome allowed for direct comparison of expression levels between experiments for each gene (Fig. 6). We first assessed the polymorphic differences between the two strains grown in ISO media without tetracycline (labeled ISO_0) to establish expression changes not due to tetracycline exposure. Genetic differences in intergenic regions were analyzed for potential promoters, and then the flanking genes were analyzed for transcription differences. Indels 2, 12, and 28 were significantly upregulated in Bl-04 cultures without tetracycline compared to in HN019 cultures. 

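In ISO_0, Balac_0157 (*yihS*) beside indel 2 had a log2 difference of −1.40 ± 0.24 between HN019 and Bl-04, with 194 ± 15.6 RPKM in Bl-04 and 73.2 ± 4.97 in HN019. Balac_0837, the gene beside indel 12, had −3.04 ± 0.16, with 358 ± 6.86 and 43.4 ± 4.69 RPKM. The adjusted p was 7.96e-04 for *yihS* and 2.15e-07 for Balac_0837 in edgeR's quasi-likelihood test. The genes of indel 28, which are near 0 in HN019, held 351 reads in Bl-04 at Balac_1582, 1182 at Balac_1583 and 788 at Balac_1584, and 2, 0 and 0 in HN019. With a floor of 3 reads over the HN019 libraries and reads scaled to CPM, Balac_1583 was at least 374-fold and Balac_1584 at least 249-fold higher in Bl-04, and the lower limits of their 95% counting intervals, which take both tails, are 304 and 202.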

Indel 2 is a single-nucleotide transversion upstream of *yihS*, which isomerizes a range of sugars. 

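Indel 2 lies between genes, 27 bp before *yihS* (Balac_0157, 178390 to 179655, plus strand). The Bl-04 sequence around it is CGTCACGCGCGGGCCCCTCAT, with the reference base G in the middle. Against Bl-04, *yihS* in HN019 had log2 differences of −0.35 ± 0.23 in ISO_4, −2.36 ± 0.24 in LOG_8 and −2.33 ± 0.24 in LOG_32. The LOG differences passed the test (adjusted p of at most 7.62e-06 in LOG_8 and 8.02e-06 in LOG_32 from edgeR), and that of ISO_4 had an adjusted p of 0.283.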

Indel 12 is in the intergenic region upstream of a hypothetical gene related to a PAC2 family proteasome assembly chaperone and downstream of a putative promoter.

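Indel 12 lies 45 bp before Balac_0837 (960042 to 960842, plus strand), in the Bl-04 sequence TTCAAGGGATACAGTGGTGTC with the reference base A in the middle. Balac_0837 was lower in HN019 than in Bl-04 in the cultures with tetracycline too, with log2 differences of −2.59 ± 0.15 in ISO_4, −2.84 ± 0.15 in LOG_8 and −2.15 ± 0.15 in LOG_32 (adjusted p of at most 8.61e-07 from edgeR). Within a strain its log2 fold changes against ISO_0 ran from −0.15 in Bl-04 LOG_32 to 0.75 in HN019 LOG_32. None was called in the fit to all libraries, and with library totals as the only scaling HN019 LOG_32 reaches 1.21 and is called.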

**FIG 6:**
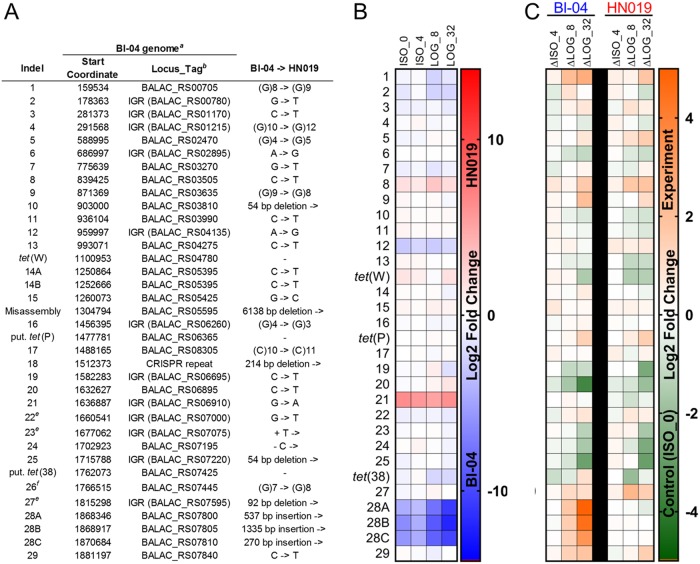
Expression differences of the different polymorphic regions. (A) Overview of polymorphic regions. ^a^Indel references are made to the Bl-04 genome. ^b^Locus tags in parenthesis are genes associated with intergenic indels that were assessed in the expression data. ^e^Indels are errors in the Bl-04 genome. ^f^Indel could not be confirmed by PCR or transcript read analysis. (B) Expression differences at each locus between the strains showing upregulation in Bl-04 (blue) or HN019 (red). (C) Expression differences at each locus within the strains show upregulation in the control ISO_0 (green) or treatments (orange).

Indels 8 and 21 and *tet*(W) were significantly upregulated in HN019 compared to those in Bl-04 in experiment ISO_0 (Fig. 7). 

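In ISO_0, Balac_0710 (*ykoE*) at indel 8 had 170 ± 1.72 RPKM in HN019 and 50.4 ± 0.849 in Bl-04, a log2 difference of 1.75 ± 0.16. Beside indel 21, Balac_1395 (*mntH*), a proton-driven manganese importer, had 7588 ± 268 RPKM in HN019 and 97.9 ± 2.10 in Bl-04, and its log2 difference of 6.28 ± 0.14 was the largest rise in HN019 among the genes with a named product. Balac_0967, *tet*(W), which encodes a protein that releases tetracycline from the ribosome, had a log2 difference of 1.48 ± 0.19. The adjusted p of the 3 genes was at most 1.85e-04 from edgeR. Other genes higher in HN019 included Balac_0564 and Balac_0563, enzymes of the transsulfuration pathway between cysteine and methionine, at 3.47 ± 0.69 and 2.68 ± 0.51, and Balac_1240 (*lacY*), a sugar permease, at 2.38 ± 0.35. Among the genes higher in Bl-04 were Balac_0526, a protein of the tRNA-modifying Sua5 family, with −1.90 ± 0.11, and Balac_0727, a butanediol dehydrogenase, with −2.06 ± 0.35 (adjusted p of at most 0.00204 for these 5 genes from edgeR).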

Indel 8 is a single-nucleotide polymorphism (SNP) that causes an alanine to valine mutation in *ykoE*, which transports hydroxymethylpyrimidine (HMP) and thiamine (vitamin B_1_). 

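Indel 8 lies inside Balac_0710 (838893 to 839513, plus strand), which the table annotates as a membrane protein. The Bl-04 sequence around it is GCCGGCGTGGCCATGTGGTAC, with the reference base C in the middle. Over the 4 experiments the fold of HN019 against Bl-04 at *ykoE* averaged 4.81 ± 2.98 (SD, n = 4 experiments). Against ISO_0, *ykoE* also rose with LOG_32 in both strains, by a log2 fold change of 1.66 ± 0.16 in Bl-04 and 1.92 ± 0.15 in HN019, and with LOG_8 in HN019 (1.77 ± 0.15, adjusted p of at most 2.05e-06 for the 3 from edgeR). In Bl-04 it had 0.33 ± 0.16 in LOG_8, which was not called.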

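Balac_0711 (*ykoD*, 839554 to 842109, plus strand) starts 129 bp after indel 8 and encodes the ATP-binding protein of an ABC transporter. In ISO_0 it had 239 ± 10.3 RPKM in HN019 and 31.8 ± 1.83 in Bl-04, a log2 difference of 2.92 ± 0.094. The difference was 4.48 ± 0.10 in LOG_8 (adjusted p of at most 3.74e-09 for both from edgeR), and over the 4 experiments the fold averaged 11.1 ± 7.52 (SD, n = 4 experiments). The next gene, Balac_0712 (842192 to 842911, minus strand), an ABC transporter, ran the other way in ISO_0, with a log2 difference of −1.16 ± 0.24 (adjusted p of 0.00264 from edgeR).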

The adjacent ABC-binding protein is also upregulated in HN019. 

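Indel 21 lies between Balac_1395 (*mntH*, 1635471 to 1636787), 100 bp away, and Balac_1396 (1636933 to 1637661), 46 bp away, both on the minus strand. The Bl-04 sequence around it is TCTGCTTCAGGTTTTAGGCGG, with the reference base G in the middle. The gene on the other side of *mntH*, Balac_1394 (*emrB*, 1633609 to 1635333), is on the plus strand. Balac_1396, a hypothetical protein, had a log2 difference of 0.050 ± 0.089 between HN019 and Bl-04 in ISO_0 (adjusted p of 0.673 from edgeR), and Balac_1393 beyond *emrB* had 0.020 ± 0.11 (adjusted p of 0.896 from edgeR). Balac_1396 and Balac_1393 are named only as neighbours and were picked after their values were seen.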

Indel 21 is in a putative promoter that may upregulate the upstream transport gene *mntH* (manganese, iron, and other metal transport), as well as an *emrB* multidrug transport gene previously annotated as a hypothetical gene. 

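*mntH* (Balac_1395) and *emrB* (Balac_1394), which codes for a drug efflux transporter, were higher in HN019 than in Bl-04 in all 4 experiments. The log2 difference of *emrB* was 2.83 ± 0.12 in ISO_0, 3.60 ± 0.13 in ISO_4, 2.87 ± 0.12 in LOG_8 and 3.46 ± 0.13 in LOG_32 (adjusted p of at most 6.42e-08 from edgeR). Averaged over the 4 experiments, HN019 exceeded Bl-04 by 61.6 ± 18.6-fold at *mntH* and by 9.38 ± 2.55-fold at *emrB* (SD, n = 4 experiments). In ISO_0, *emrB* had 555 ± 21.1 RPKM in HN019 and 78.4 ± 6.36 in Bl-04.

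**Figure D1:**
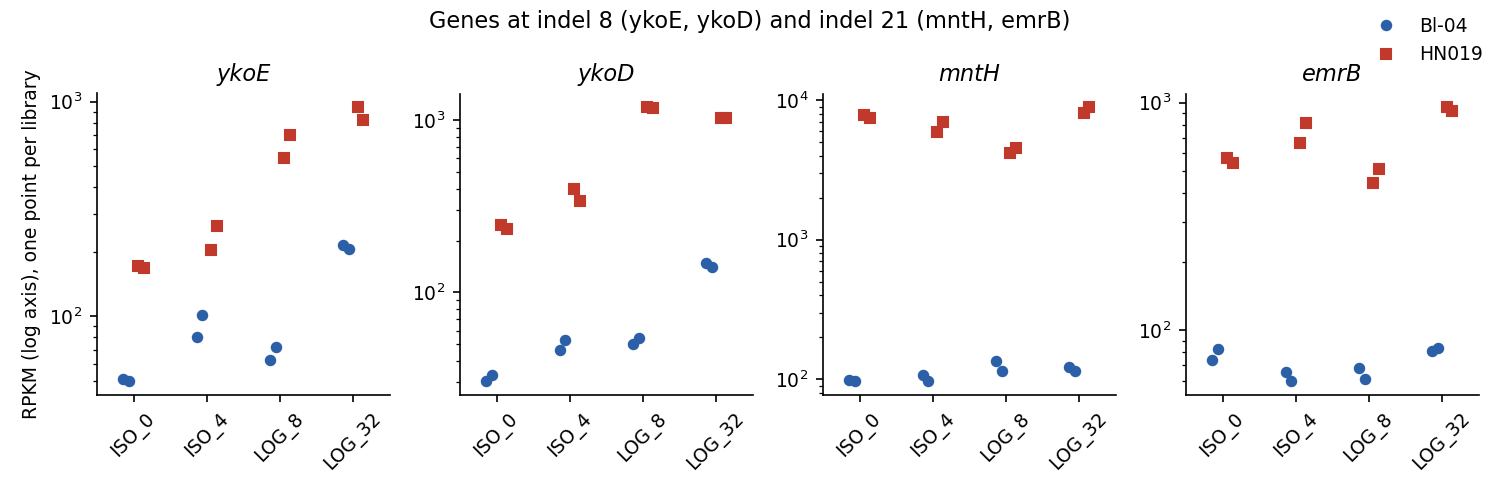
RPKM (log axis) of the genes at indel 8 (*ykoE*, *ykoD*) and indel 21 (*mntH*, *emrB*) in each of the 16 libraries, with the 4 experiments on the x axis, Bl-04 as circles and HN019 as squares. Both HN019 libraries lie above both Bl-04 libraries at each gene in each experiment.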

Interestingly, the *mntH* and *emrB* genes are oriented in opposite directions, yet similarly upregulated. 

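*tet*(W), Balac_0967, lies at 1100953 to 1102872 of the Bl-04 genome on the minus strand. In ISO_0 it had 357 ± 11.4 RPKM in HN019 and 128 ± 1.30 in Bl-04, a fold of 2.80 (adjusted p = 1.85e-04 from edgeR). The neighbouring Balac_0968 (1103221 to 1104186, minus strand), an IS4 family transposase chosen after its values were seen, had a log2 difference of 1.50 ± 0.19 in the same comparison (adjusted p = 1.39e-04 from edgeR). The putative *tet*(P), Balac_1282, had 0.010 ± 0.080, the putative *tet*(36), Balac_1502, −0.78 ± 0.31, and *dnaA* (Balac_0001), the replication initiator used as a reference, 0.056 ± 0.077, and none of these 3 was called.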

Without the addition of tetracycline, *tet*(W) expression is higher in HN019, although there are no proximate genetic differences. This shows that *tet*(W) is constitutively expressed and may have further roles in general cell function. Furthermore, HN019 cultures generally reached the target optical density quicker than did Bl-04 cultures during each experiment (Fig. 4A), which indicates that these genetic polymorphisms provide phenotypic benefits.

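*tet*(W) (Balac_0967) was read in each of the 16 libraries. Its RPKM in Bl-04 was 169 ± 18.7 in ISO_4, 157 ± 6.31 in LOG_8 and 56.5 ± 0.955 in LOG_32, and in HN019 it was 344 ± 99.9, 137 ± 2.36 and 186 ± 57.3. *dnaA* (Balac_0001) had 245 ± 10.6 RPKM in Bl-04_ISO_0 and 254 ± 24.3 in HN019_ISO_0.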

**FIG 7:**
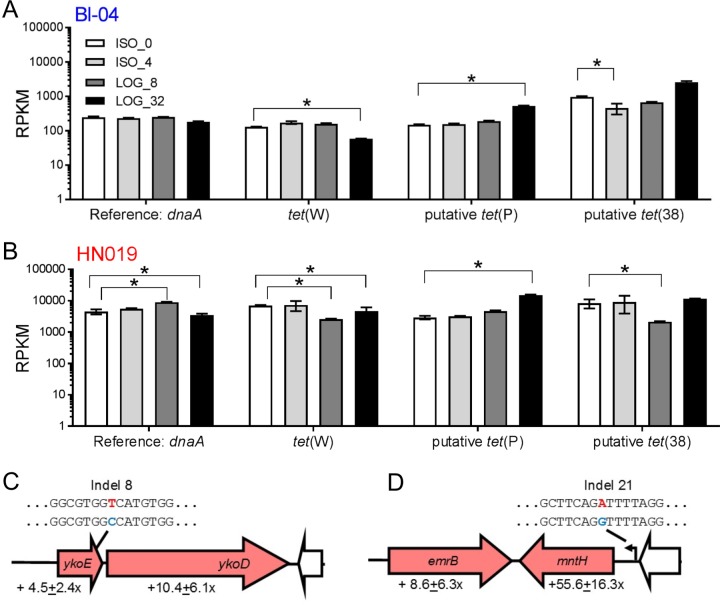
Differential expression of the three key genetic regions. Comparison of the raw reads per kilobase million (RPKM) for the three tetracycline resistance genes in (A) Bl-04 and (B) HN019 (*, adjusted *P* < 0.05 and fold change of >2×). Genomic representations of the key polymorphic regions (C) indel 8 and (D) indel 21, shared between the two strains, are represented by block arrows. Arrows are colored as follows: red, upregulated in HN019; white, identical genes; and black, putative promoter. Nucleotide identities for each strain are denoted by color, with Bl-04 and HN019 being blue and red, respectively.

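Between ISO_0 and ISO_4, 3 genes were called higher and 10 lower in both strains, where 0.558 and 0.804 would be shared by independent lists of these sizes. The higher genes were Balac_0755, a putative DNA-binding protein (1.56 ± 0.17 in Bl-04 and 1.09 ± 0.17 in HN019 on the log2 scale), Balac_0548, a solute-binding protein of an ABC transporter (1.16 ± 0.15 and 1.11 ± 0.15), and Balac_0671, which binds amino acids for another (1.12 ± 0.14 and 1.09 ± 0.14). Among the lower genes were Balac_0597, a DNA-repair protein (−1.85 ± 0.19 and −1.43 ± 0.19), and Balac_0115, a carboxymuconolactone decarboxylase (−1.10 ± 0.24 and −1.47 ± 0.23). For these genes, edgeR gave an adjusted p of at most 0.00329, and the HN019 calls end when edgeR is fitted to only the 4 libraries compared. Those of Balac_0548 and Balac_0671 in HN019 also end without HN019_ISO_4 replicate 2 (0.77 and 0.81), that of Balac_0755 without that library (0.98) or HN019_ISO_0 replicate 1 (0.96), and that of Balac_0115 in Bl-04 without Bl-04_ISO_0 replicate 2 (−0.93) or Bl-04_ISO_4 replicate 2 (−0.80). Across the 1567 genes, the R² of the mean log2(RPKM + 1) was 0.951 in Bl-04, below the R² of its replicates in both experiments, and 0.958 in HN019, between the R² of the replicates in ISO_4 and in ISO_0. It is 0.940 without Bl-04_ISO_4 replicate 1 and 0.916 without HN019_ISO_4 replicate 1, which is below the R² of the HN019_ISO_4 replicates.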

The ISO_0 and ISO_4 experiments for both Bl-04 and HN019 were correlated within the range of the biological replicates (Bl-04 *R*^2^ = 0.9675; HN019 *R*^2^ = 0.9517). 

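Balac_0097, an integral membrane protein, was higher in HN019 than in Bl-04 in ISO_4, by a log2 difference of 2.22 ± 0.41 (adjusted p = 0.00214 from edgeR), and had −0.79 ± 0.39 in ISO_0. Balac_0564, the cystathionine beta-synthase, had 0.23 ± 0.62 in ISO_4, and the sugar permease gene *lacY* (Balac_1240) 0.82 ± 0.33, neither of which was called, although *lacY* is called without HN019_ISO_4 replicate 2 (1.37). In ISO_0, 75 genes were higher and 72 lower in HN019, and in ISO_4 40 were higher and 35 lower. The R² between the strains was 0.916 in ISO_0 and 0.935 in ISO_4, where it is 0.909 without HN019_ISO_4 replicate 1, under that of ISO_0. Fitted to only the 4 ISO_4 libraries, edgeR calls 5 genes higher and 7 lower, Balac_0097 not among them, and DESeq2 35 and 26.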

The expression profiles between the two strains correlated more during ISO_4 (*R*^2^ = 0.9158) than under normal growth conditions in ISO_0 (*R*^2^ = 0.9675). 

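Of the called genes with an annotated function, the largest rises of Bl-04 between ISO_0 and ISO_4 were in transport, at Balac_1019, an extracellular solute-binding protein (2.72 ± 0.27 on the log2 scale), and Balac_0828, the ATP-binding protein of an ABC transporter (2.63 ± 0.26), followed by Balac_0564, the cystathionine beta-synthase (2.08 ± 0.66). Balac_0949, an aminotransferase, and Balac_1194, a peptide permease, had 1.58 ± 0.19 and 1.50 ± 0.42. In all, 46 genes were higher and 36 lower. Of the 160 transport genes of the table, 14 were higher and 4 lower, and of the 88 ABC transporter genes 10 were higher (9 adjusted over the list alone) and 0 lower. The list of amino acid and peptide transport genes had 3 higher and 2 lower of 33, the same adjusted over the list alone, but only 1 higher in edgeR or DESeq2 on only the 4 libraries, and 1 to 7 higher and 1 to 2 lower without 1 library. Among the lower genes were Balac_0125, an alcohol dehydrogenase (−1.57 ± 0.20), Balac_0097, an integral membrane protein (−3.69 ± 0.44), Balac_1212, the SOS repressor LexA (−1.21 ± 0.12), and Balac_0163, an amino acid permease (−1.19 ± 0.10). edgeR's adjusted p for the named genes was at most 0.0245. The call of Balac_0564 ends in edgeR on only the 4 libraries, without either Bl-04_ISO_0 library (2.16 without replicate 1, 1.98 without replicate 2) and without Bl-04_ISO_4 replicate 1 (0.95). That of Balac_1194 ends in edgeR and in DESeq2 on only the 4 libraries, and without Bl-04_ISO_0 replicate 2 (1.02) or Bl-04_ISO_4 replicate 2 (1.09).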

Twenty-seven genes were significantly upregulated in Bl-04 during exposure to ISO_4, seven of which are involved with transmembrane transport. 

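*cspA* (Balac_0655) encodes a cold shock protein, an RNA chaperone, and was higher in each exposure of Bl-04, with a log2 fold change of 1.81 ± 0.30 in ISO_4, 1.35 ± 0.31 in LOG_8 and 2.56 ± 0.30 in LOG_32. In HN019 it had 0.0046 ± 0.27 in ISO_4 and 0.81 ± 0.26 in LOG_8, neither of which was called, and 2.89 ± 0.27 in LOG_32. The adjusted p of the 4 calls was at most 0.00230 from edgeR, and that of HN019 LOG_8 was 0.0172 at less than 2-fold. Its level in ISO_0 was 22.8 ± 5.95 RPKM in Bl-04 and 97.8 ± 11.9 in HN019. The other cold shock gene, *cspB* (Balac_0661), had 0.016 ± 0.099 in Bl-04 ISO_4, and 2.16 ± 0.10 in Bl-04 LOG_32, and it was called higher in HN019 LOG_32 too (adjusted p of at most 4.90e-09 from edgeR in LOG_32). Both genes of the cold shock list were thus called in LOG_32 in either strain, and 1 in Bl-04 ISO_4, the same adjusted over the list alone.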

Only one gene was assigned to a RAST category, the cold shock gene *cspA*, which was upregulated in the LOG experiments as well (Table 1).

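The *cas* genes belong to the CRISPR system that cuts invading DNA, and all 6 lie together, from *csb3* (Balac_1303) at 1502290 to 1503336 to *cas1* (Balac_1308) at 1509955 to 1511445. In Bl-04 ISO_4, *csb3* and *cas3* (Balac_1304) were lower, with log2 fold changes of −1.30 ± 0.14 and −1.15 ± 0.19 (adjusted p of at most 6.50e-04 from edgeR), and the other 4 ran from −0.76 at *cas2* (Balac_1307) to −0.37 at *csb1* (Balac_1306) without a call. In HN019 ISO_4 the 6 genes ran from 0.37 at *cas2* to 0.85 at *csb1*, and none was called at 2-fold in edgeR or DESeq2. There *csb1*, *csb2* and *csb3* were higher at less than 2-fold with an adjusted p of at most 0.0350 from edgeR, and *csb1* is called at 1.15 without HN019_ISO_4 replicate 1. The response to ISO_4 differed between the strains by 1.76 ± 0.20 at *csb3* and 1.54 ± 0.27 at *cas3* (adjusted p of at most 0.00590 from edgeR's interaction test), and the call at *cas3* ends in edgeR on only the 8 libraries compared. Without tetracycline, in ISO_0, these genes stood lower in HN019 than in Bl-04 at less than 2-fold. Their log2 differences were −0.91 ± 0.14 and −0.81 ± 0.19 (adjusted p of at most 0.00462 from edgeR). In LOG_8, 5 of the 6 were lower in each strain, from −2.71 ± 0.15 at *csb3* to −1.25 ± 0.21 at *csb2* (Balac_1305) in Bl-04 and from −2.49 ± 0.28 at *cas1* to −1.15 ± 0.21 at *csb2* in HN019, while *csb1* had −0.37 ± 0.19 and −0.48 ± 0.19. In LOG_32 all 6 were lower in both strains, from −3.44 ± 0.38 at *cas2* to −1.71 ± 0.20 at *csb1* in Bl-04 and from −2.27 ± 0.20 at *cas3* to −1.19 ± 0.15 at *csb3* in HN019, the last of which ends as a call with library totals as the only scaling (−0.72). The counts are the same adjusted over the list alone. As a list against all other genes, the adjusted p in limma's camera was 0.891 for Bl-04 ISO_4, 0.448 for LOG_8 and 0.361 for LOG_32 with an estimated correlation, and 0.503 and 0.626 for HN019 LOG_8 and LOG_32. With a preset correlation of 0.01, camera's adjusted p was 0.0442, 0.00334 and 0.00725 in Bl-04, and 0.0113 and 0.0917 in HN019.

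**Figure D2:**
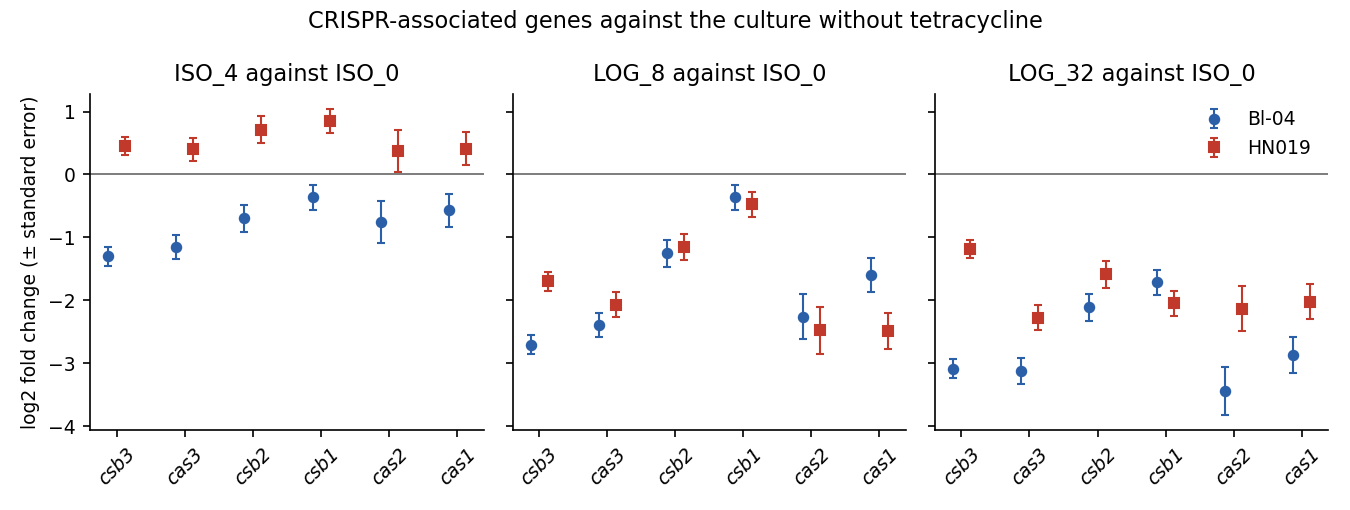
Log2 fold changes of the 6 *cas* genes against ISO_0 in ISO_4, LOG_8 and LOG_32 (panels), with bars for the standard error of the edgeR fit, Bl-04 as circles and HN019 as squares (2 libraries per group). In ISO_4 the Bl-04 values lie below 0 and the HN019 values above 0, and in LOG_32 all 12 lie below −1.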

Other genes, such as two *cas* genes in Bl-04, were significantly downregulated when there were subinhibitory levels of tetracycline, and all of the *cas* genes in the system were downregulated throughout the LOG tetracycline exposures (Fig. S4). The *tet*(W) gene expression only increased by 0.64-fold (adjusted *P* = 0.023). 

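In edgeR, *tet*(W) (Balac_0967) had a log2 fold change of 0.34 ± 0.19 between ISO_4 and ISO_0 of Bl-04, which is a fold of 1.27, with an adjusted p of 0.165. Its change was not called, and without 1 library or with another tool or scaling the log2 fold change ran from 0.24 to 0.44. Over these alternatives the adjusted p ran from 0.0223 in DESeq2 on only the 4 libraries, where edgeR gives 0.0423, to 0.450 in edgeR without Bl-04_ISO_4 replicate 2. Both ISO_4 libraries lay above both ISO_0 libraries. *dnaA* (Balac_0001), the reference gene, had −0.16 ± 0.077.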

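The putative *tet*(P), Balac_1282, is annotated as a translation elongation factor at 1477781 to 1479751, and the putative *tet*(36), Balac_1502, as a putative tetracycline resistance protein at 1762073 to 1763551. In Bl-04 ISO_4 against ISO_0, *tet*(P) had a log2 fold change of 0.0066 ± 0.080 and *tet*(36) of −1.16 ± 0.32 (adjusted p = 0.0124 from edgeR). The neighbour of *tet*(36), Balac_1503, a putative nucleoside hydrolase, was lower too, by −1.43 ± 0.33 (adjusted p = 0.00521 from edgeR). Without Bl-04_ISO_4 replicate 1, *tet*(36) has −0.84 and is no longer called. In HN019 ISO_4, *tet*(P) had −0.0030 ± 0.080 and *tet*(36) 0.012 ± 0.31, and neither was called.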

The putative *tet*(P) expression did not change and the putative *tet*(36) expression significantly decreased. 

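Among the 19 genes higher in ISO_4 than in ISO_0 of HN019 were Balac_0242 and Balac_0241, the small and large subunits of isopropylmalate isomerase, an enzyme of leucine synthesis, with log2 fold changes of 1.33 ± 0.20 and 1.07 ± 0.18, and *ilvC* (Balac_0148, ketol-acid reductoisomerase) and Balac_0217 (isopropylmalate synthase) of the same branched-chain pathways, with 1.21 ± 0.24 and 1.16 ± 0.24. Of the 9 branched-chain amino acid synthesis genes, 4 were higher and 0 lower, the same adjusted over the list alone (adjusted p = 0.921 with an estimated correlation in limma's camera). With a preset correlation, camera's adjusted p for this list was 1.17e-05, so the list test depends on the correlation assumed. Balac_0147, a transmembrane transport protein beside *ilvC*, had 1.35 ± 0.35. The 35 lower genes included Balac_1567, a glucanotransferase (−2.42 ± 0.61), Balac_1570, a permease beside it (−1.92 ± 0.58), and Balac_1607, a cation-transporting ATPase (−1.26 ± 0.18). For these genes, edgeR gave an adjusted p of at most 0.0304. The 8 calls end in edgeR on only the 4 libraries compared, where none passed (357 genes had an unadjusted p under 0.05), while DESeq2 on those 4 called 11 higher and 28 lower. The counts of higher and lower genes were 53 and 81 without HN019_ISO_4 replicate 1, 8 and 15 without its replicate 2, and 7 and 14 without HN019_ISO_0 replicate 2. Without HN019_ISO_4 replicate 2 the calls of Balac_0242 (0.93), Balac_0241 (0.71), *ilvC* (0.65), Balac_0217 (0.59), Balac_0147 (0.58) and Balac_1607 (−0.96) end. Without HN019_ISO_0 replicate 2 those of Balac_0241 (0.96), *ilvC* (1.10), Balac_0217 (1.04), Balac_0147 (1.21), Balac_1567 (−1.01) and Balac_1570 (−0.96) end, the last also without HN019_ISO_4 replicate 1 (−1.52).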

Only two genes were significantly upregulated in HN019 during ISO_4, an isomerase involved in leucine biosynthesis and a transport component gene. Although *tet*(W) expression in HN019 was significantly higher in the ISO_0 experiment than Bl-04, it was not increased during the ISO_4 experiment. 

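In edgeR, *tet*(W) (Balac_0967) had a log2 fold change of −0.074 ± 0.19 between ISO_4 and ISO_0 of HN019 (adjusted p = 0.795). It was −0.41 without HN019_ISO_4 replicate 2 and 0.20 without its replicate 1, and no setting called it. The difference between the strains in this response was −0.42 ± 0.27 (adjusted p = 0.278 from edgeR's interaction test). Within ISO_4, *tet*(W) stood higher in HN019 than in Bl-04 by 1.07 ± 0.19 (adjusted p = 0.00179 from edgeR), a call that ends in edgeR on only the 4 ISO_4 libraries, without Bl-04_ISO_4 replicate 1 (0.97) and without HN019_ISO_4 replicate 2 (0.75).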

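In ISO_4, *ykoE* (Balac_0710) at indel 8 had a log2 difference of 1.41 ± 0.15 between HN019 and Bl-04, and the adjacent *ykoD* (Balac_0711) of 2.93 ± 0.094. At indel 21, *mntH* (Balac_1395) had 6.01 ± 0.14, with 6421 ± 714 RPKM in HN019 and 102 ± 6.46 in Bl-04. edgeR's adjusted p for the 3 genes was at most 9.69e-05. The call of *ykoE* ends in edgeR on only the 4 ISO_4 libraries. From ISO_0 to ISO_4, the difference between the strains changed by −0.34 ± 0.22 at *ykoE*, 0.016 ± 0.12 at *ykoD* and −0.27 ± 0.16 at *mntH* in the interaction test, and none of these was called.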

Indels 8 and 21 were also upregulated in HN019, which suggests contribution to tetracycline resistance as well as typical growth.

The *in vitro* testing showed Bl-04 and HN019 to have different tetracycline response thresholds, so results of the LOG_8 trial in HN019 were expected to be more related to those of the ISO trials, signifying resistance, while results of the LOG_8 trial in Bl-04 was expected to be more like those of LOG_32, since it had hit the threshold for the stress response. 

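Balac_1195, of an oligopeptide transporter, had log2 fold changes against ISO_0 of 3.32 ± 0.41 in LOG_8 and 4.95 ± 0.38 in LOG_32 of Bl-04, and of 0.71 ± 0.33 and 2.72 ± 0.30 in HN019. Balac_0120, a ferric reductase, had 3.21 ± 0.12 and 4.56 ± 0.12 in Bl-04 and 0.41 ± 0.11 and 2.21 ± 0.11 in HN019. The LOG_8 response was lower in HN019 than in Bl-04 by −2.61 ± 0.54 at Balac_1195 and −2.79 ± 0.16 at Balac_0120 on the log2 scale (adjusted p of at most 0.00197 from edgeR's interaction test), while HN019 LOG_8 is called at Balac_1195 without HN019_ISO_0 replicate 2 (1.55). On the first 2 principal components, the center of HN019_LOG_8 lay 17.0 from HN019_ISO_0, 18.6 from HN019_ISO_4 and 32.3 from HN019_LOG_32. Bl-04_LOG_8 lay 21.3 from Bl-04_ISO_0, 17.3 from Bl-04_ISO_4 and 26.3 from Bl-04_LOG_32, and the LOG_8 groups of the strains lay 31.3 apart. The R² between LOG_8 and ISO_0 was 0.862 in Bl-04 and 0.856 in HN019, and between LOG_8 and LOG_32 it was 0.781 and 0.692.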

The PCA plot showed evidence of this, but the LOG_8 trials for the strains did not vary drastically (Fig. 4B). Nonetheless, the expression profiles for the higher concentrations were drastically different than those for the lower concentrations (Fig. 5).

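Of the genes with an annotated function, the largest rises of both strains in LOG_32 were at a metal ion ABC transporter beside *panE*, Balac_1273 to Balac_1271 (at Balac_1272 7.10 ± 0.28 on the log2 scale in Bl-04 and 4.85 ± 0.25 in HN019, and at Balac_1271 6.78 ± 0.28 and 4.84 ± 0.25). Of the same genes, the largest falls were at Balac_1401, a glycosyltransferase, in Bl-04 (−5.32 ± 0.30), and at *capB* (Balac_1484) in HN019 (−4.52 ± 0.15), where Balac_0441, aminopeptidase C, also fell (−4.38 ± 0.26). In LOG_8, Bl-04 had its largest rises of such genes in Balac_0828 (3.59 ± 0.26) and the peptide permease gene Balac_1194 (3.48 ± 0.36), and HN019 in Balac_1490, a glycerol facilitator (2.69 ± 0.13). The adjusted p of the named genes was at most 8.43e-06 from edgeR. Against ISO_0, 193 genes were higher and 131 lower in LOG_8 and 405 and 338 in LOG_32 of Bl-04, and in HN019 147 and 162 in LOG_8 and 406 and 340 in LOG_32. In LOG_32 the strains shared 317 of the higher genes, where independent lists would share 105, and 243 of the lower (73.3), and in LOG_8 65 (18.1) and 53 (13.5). Scaling by library totals alone moves the median log2 fold change by 0.40 in Bl-04 LOG_32, 0.46 in HN019 LOG_32 and 0.10 in HN019 LOG_8, and the higher and lower counts to 558 and 211, 578 and 234, and 200 and 140, so directions are relative to the TMM scaling.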

The *tet*(W) expression decreased, while *tet*(P) and *tet*(36) expression increased with LOG exposure (Fig. 7A and B), which indicates that the latter two genes may provide better protection from the antibiotic to preserve cells in extreme exposure. 

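*tet*(W) (Balac_0967) had log2 fold changes against ISO_0 of 0.20 ± 0.19 in LOG_8 and −1.58 ± 0.20 in LOG_32 of Bl-04 and of −1.49 ± 0.19 and −1.41 ± 0.19 in HN019. The putative *tet*(P) (Balac_1282), annotated as an elongation factor, had 0.24 ± 0.080 and 1.41 ± 0.081 in Bl-04 and 0.60 ± 0.080 and 1.58 ± 0.082 in HN019. The putative *tet*(36) (Balac_1502) had −0.63 ± 0.31 and 1.00 ± 0.31 in Bl-04 and −2.04 ± 0.32 and −0.35 ± 0.31 in HN019. Calls were made for *tet*(W) in Bl-04 LOG_32 and both HN019 experiments, for *tet*(P) in LOG_32 of both strains, and for *tet*(36) as lower in HN019 LOG_8 (adjusted p of at most 1.86e-04 from edgeR). As a list of 3 loci, 1 was higher and 1 lower in LOG_32 of each strain, the same adjusted over the list alone. *dnaA* (Balac_0001), the reference gene, had −0.096 ± 0.077 and −0.87 ± 0.077 in Bl-04 and 0.91 ± 0.077 and −1.17 ± 0.078 in HN019, of which the last was called. With library totals as the only scaling, the HN019 LOG_32 calls of *tet*(W) (−0.94) and *dnaA* (−0.70) end, and *tet*(36) in Bl-04 LOG_32 (1.40) and *dnaA* in HN019 LOG_8 (1.01) are called. *tet*(36) in Bl-04 LOG_32 is also called without Bl-04_ISO_0 replicate 1 (1.01) or Bl-04_LOG_32 replicate 1 (1.05), and *dnaA* in HN019 LOG_8 without HN019_ISO_0 replicate 1 (1.01).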

Between the two strains, indels 19 and 20 showed expression differences only in the LOG experiments, which indicates tetracycline-dependent expression changes. 

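At indel 19, *galK* (Balac_1351), a galactokinase that starts galactose breakdown, had log2 differences between HN019 and Bl-04 of −0.24 ± 0.34 in ISO_0 and −0.34 ± 0.34 in ISO_4, and *cpsD* (Balac_1392), a galactosyltransferase of the capsule, −0.28 ± 0.16 and −0.22 ± 0.17, and none of the 4 was called. The response to exposure differed between the strains at *galK* by 1.26 ± 0.48 in LOG_8 and −1.50 ± 0.48 in LOG_32, and at *cpsD* by 0.96 ± 0.23 and 1.77 ± 0.24, from edgeR's interaction test. edgeR's adjusted p was 0.0435 and 0.0234 at *galK* and 0.00533 and 1.54e-04 at *cpsD*, and the LOG_8 value of *cpsD* did not reach 2-fold. Within Bl-04, *galK* fell in LOG_8 and LOG_32, by log2 fold changes of −1.24 ± 0.34 and −1.05 ± 0.34 (adjusted p of at most 0.0131 from edgeR), and these calls end without Bl-04_ISO_0 replicate 1 (−0.95 and −0.78) and without replicate 1 of the LOG group (−1.15 and −1.07). The LOG_8 interaction call of *galK* ends with DESeq2's scaling (1.19), without Bl-04_ISO_0 replicate 1 (0.95) or HN019_ISO_0 replicate 2 (1.04) and without any 1 of the 4 LOG_8 libraries (1.17 to 1.36). The LOG_32 interaction call ends without Bl-04_ISO_0 replicate 2 (−1.27), HN019_ISO_0 replicate 1 (−1.24), HN019_LOG_32 replicate 1 (−1.43) or either Bl-04_LOG_32 library (−1.53 and −1.50). Without HN019_ISO_4 replicate 1, *galK* is called lower in HN019 in ISO_4 (−1.13), and without Bl-04_LOG_8 replicate 1 or HN019_LOG_8 replicate 2 the LOG_8 response of *cpsD* is called (1.00 and 1.08).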

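Indel 19 lies between Balac_1350 and *galK* (Balac_1351, 1582358 to 1583608, minus strand), 75 bp from the latter, in the sequence ACCCTTTTCACTTCCCTGCCC with the reference base C in the middle. *galK* was higher in HN019 than in Bl-04 in LOG_8, with a log2 difference of 1.02 ± 0.34, and lower in LOG_32, with −1.75 ± 0.35 (adjusted p of at most 0.0195 from edgeR). The LOG_8 difference lies at the 2-fold threshold and is not called by DESeq2 (0.98), by edgeR on only the 4 libraries (0.95), or without HN019_LOG_8 replicate 1 (0.92) or either Bl-04_LOG_8 library (0.93 and 1.11).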

Indel 19 is an intergenic SNP downstream of a galactokinase *galK* (Kyoto Encyclopedia of Genes and Genomes enzyme entry EC 2.7.1.6) that is upregulated in HN019 during LOG_8. Indel 20 is a SNP in the galactosyl transferase *cpsD* (EC 2.7.8.6) that was expressed higher in HN019 in LOG_8 and LOG_32. 

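*cpsD* (Balac_1392) had log2 differences between HN019 and Bl-04 of 0.68 ± 0.17 in LOG_8 and 1.49 ± 0.17 in LOG_32 (adjusted p of 0.00351 and 1.65e-05 from edgeR), and the LOG_8 difference did not reach 2-fold. Indel 20 lies inside it, in the Bl-04 sequence AGCTGGTATCCGTCGGCGAAC with the reference base C in the middle. In LOG_32, Balac_1389, a flippase that moves sugar chains across the membrane (2.31 ± 0.32), and Balac_1391 and Balac_1401, glycosyltransferases (1.70 ± 0.20 and 2.88 ± 0.30), were higher in HN019 too (adjusted p of at most 6.29e-05 from edgeR for the 3). Against ISO_0, *cpsD* fell in LOG_32 by −3.68 ± 0.18 in Bl-04 and −1.91 ± 0.17 in HN019 (adjusted p of at most 7.86e-07 from edgeR).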

Indels 8 and 21 are again upregulated in HN019 for the LOG experiments, showing that both polymorphisms affect static expression of the associated genes (Fig. 7C and D).

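*ykoE* (Balac_0710) at indel 8 was higher in HN019 than in Bl-04 by a log2 difference of 3.20 ± 0.16 in LOG_8 and 2.01 ± 0.15 in LOG_32, and *ykoD* (Balac_0711) in LOG_32 by 2.78 ± 0.093. At indel 21, *mntH* (Balac_1395) was higher by 5.13 ± 0.13 in LOG_8 and 6.12 ± 0.14 in LOG_32. For the 3 genes, edgeR gave an adjusted p of at most 8.52e-07. The response to LOG_8 was larger in HN019 than in Bl-04 at *ykoE* (1.45 ± 0.22) and *ykoD* (1.57 ± 0.13) and smaller at *mntH* (−1.16 ± 0.16), with an adjusted p of at most 2.86e-04 from edgeR's interaction test. In LOG_32 the response of *mntH* differed by −0.16 ± 0.16 (adjusted p = 0.413 from edgeR). From the higher level of these genes in HN019 in the LOG experiments, the paper concludes that both polymorphisms affect static expression.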

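Of the 88 ABC transporter genes, 19 were higher and 8 lower in LOG_8 of Bl-04 and 19 and 8 (7 adjusted over the list alone) in HN019, and in LOG_32 39 and 13 in Bl-04 and 40 and 14 in HN019. Of the 33 amino acid and peptide transport genes, 11 were higher and 3 lower in LOG_8 of Bl-04, 4 and 3 in HN019, and in LOG_32 20 and 6 in Bl-04 and 19 and 7 in HN019. Of the 15 sugar transport genes, 3 were higher and 5 lower in LOG_8 of Bl-04 and 1 and 6 in HN019, and in LOG_32 5 and 9 in Bl-04 and 3 and 8 in HN019. The other counts are the same adjusted over the list alone. Balac_1193, the ATPase of a peptide transporter, rose in LOG_32 by log2 fold changes of 4.82 ± 0.50 in Bl-04 and 3.55 ± 0.45 in HN019, and Balac_0175, of a branched-chain amino acid transporter, by 3.48 ± 0.25 and 3.17 ± 0.24. Balac_1143, a permease of another peptide transporter, fell by −2.38 ± 0.12 and −3.86 ± 0.13, and Balac_1563, of a sugar transporter, by −1.93 ± 0.17 and −4.23 ± 0.19 (adjusted p of at most 1.70e-05 from edgeR for the 4 genes). Tested as lists in limma's camera with an estimated correlation, the ABC transporters had an adjusted p of 0.448 and 0.0881 in Bl-04 LOG_8 and LOG_32 and 0.503 and 0.116 in HN019, the amino acid and peptide transport genes of 0.448, 0.302, 0.960 and 0.438, and the sugar transport genes of 0.917, 0.802, 0.561 and 0.862. With a preset correlation of 0.01 in camera, the ABC transporters had 0.0731 and 0.00665 in Bl-04 and 0.145 and 0.0128 in HN019. The other lists then had 0.201 or more. Of the 8 multidrug efflux and major facilitator genes, 4 were higher and 1 lower in LOG_32 of Bl-04 and 3 and 1 in HN019, and of the 23 metal ion transport genes 4 and 2 in Bl-04 and 5 and 5 in HN019. *emrB* (Balac_1394), which is annotated as a hypothetical protein, is not among the 8. Scaled by library totals alone, the lower ABC transporter genes number 3 in HN019 LOG_8 and 4 in Bl-04 LOG_32, and without 1 library 4 to 5 in Bl-04 LOG_8 and 8 to 11 in Bl-04 LOG_32. Without 1 library the lower sugar transport genes number 2 to 4 in Bl-04 LOG_8 and 5 to 8 in HN019 LOG_32, and with library totals the higher ones number 2 and 5 in LOG_8 and LOG_32 of HN019. That scaling gives 8 higher metal ion genes in Bl-04 and 3 lower in HN019, and no lower multidrug efflux gene in either strain, as does leaving out any 1 library in Bl-04.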

Genes from many different metabolic categories were significantly downregulated and upregulated in both strains during the LOG experiments (Table 1); however, most differences were seen in amino acid and carbohydrate transport and metabolism. 

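Of the 10 methionine biosynthesis genes, 3 were higher and 0 lower in LOG_8 of Bl-04 and 8 and 1 in LOG_32, and in HN019 1 and 0 in LOG_8 and 3 and 0 in LOG_32. Balac_0433, a cystathionine beta-lyase that makes homocysteine, was higher in LOG_8 and LOG_32 of both strains, with log2 fold changes of 1.31 ± 0.16 and 2.49 ± 0.16 in Bl-04 and 1.13 ± 0.16 and 3.10 ± 0.16 in HN019. Balac_1063, an O-acetylhomoserine sulfhydrylase, had 1.41 ± 0.19 in Bl-04 LOG_32 and 1.55 ± 0.19 in HN019 LOG_32. Balac_0564, the cystathionine beta-synthase, had 2.22 ± 0.66 and 2.81 ± 0.67 in Bl-04 and −0.70 ± 0.62 and 0.65 ± 0.62 in HN019, where it was not called, after a higher level without tetracycline in that strain. Balac_0564 entered the list by its product name, as an enzyme of the transsulfuration pathway between cysteine and methionine. Its rise thus does not by itself speak for methionine synthesis. edgeR's adjusted p for the calls named was at most 0.0111. The counts were the same adjusted over the list alone. With an estimated correlation in limma's camera the list had an adjusted p of 0.448, 0.302, 0.904 and 0.500 in the 4 comparisons. Without 1 library, the higher genes of the list in Bl-04 LOG_8 number 1 to 2, and with library totals none is lower in Bl-04 LOG_32. The LOG_8 call of Balac_0564 ends without Bl-04_ISO_0 replicate 1 (2.30) or replicate 2 (2.13).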

Bl-04 and HN019 had upregulated genes for methionine biosynthesis. 

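Glutamine synthetase genes were lower in LOG_32, with log2 fold changes of −2.30 ± 0.10 in Bl-04 and −2.65 ± 0.11 in HN019 for Balac_0698 and of −1.23 ± 0.081 and −0.95 ± 0.081 for Balac_1218, which was called in Bl-04. Balac_0010, glutamate dehydrogenase, fell by −1.88 ± 0.18 and −2.16 ± 0.19. Glutamate synthase genes ran the other way, with 1.95 ± 0.13 and 2.59 ± 0.14 for *gltD* (Balac_0891) and 0.98 ± 0.14 and 2.15 ± 0.14 for Balac_0892, the last called in HN019. Of the 12 genes listed for glutamine, glutamate, aspartate, asparagine, threonine, homoserine, glycine and alanine synthesis, 1 was higher and 3 lower in LOG_32 of Bl-04, and 3 and 3 in HN019. In LOG_8, edgeR called none in Bl-04 (4 were higher and 4 lower at less than 2-fold with an adjusted p under 0.05 from edgeR, and DESeq2 called 1) and 1 higher and 0 lower in HN019, the higher one Balac_0738, threonine synthase (1.31 ± 0.059). The adjusted p of the calls named was at most 1.71e-06 from edgeR, and the counts were the same adjusted over the list alone. Scaling by library totals alone gives 4 higher and 2 lower genes of the list in Bl-04 LOG_32, and leaving out 1 library 1 to 2 higher and 3 to 4 lower. With library totals as the only scaling, the call of Balac_1218 ends (−0.82) and Balac_0892 is called in Bl-04 (1.39), and with DESeq2 or its scaling Balac_1218 is called in HN019 (−1.01). Without replicate 2 of ISO_0 of the strain, Balac_0892 is called in Bl-04 (1.02) and Balac_1218 in HN019 (−1.05).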

Alternatively, genes involved in glutamine, glutamate, aspartate, asparagine, threonine, homoserine, glycine, and alanine biosynthesis were downregulated in the LOG experiments for the two strains.

Carbohydrate utilization was also affected in the LOG experiments. 

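Of the 10 lactose and galactose genes, 5 were lower and 0 higher in LOG_8 of Bl-04 and 4 and 0 in HN019, and in LOG_32 6 and 1 in Bl-04 and 6 and 1 in HN019, the same adjusted over the list alone. *lacS* (Balac_0475), a lactose permease, had log2 fold changes of −1.59 ± 0.31 in LOG_8 and −1.32 ± 0.30 in LOG_32 of Bl-04 and of −2.62 ± 0.33 and −1.54 ± 0.31 in HN019. The neighbouring *lacZ* (Balac_0476), a beta-galactosidase that splits lactose, had −0.14 ± 0.24 and 0.17 ± 0.24 in Bl-04, not called, and −2.57 ± 0.26 and −2.11 ± 0.25 in HN019. Balac_0460, a UDP-glucose epimerase of galactose breakdown, had −2.10 ± 0.34 and −2.32 ± 0.34 in Bl-04 and −0.50 ± 0.33 and −1.50 ± 0.33 in HN019, called except in HN019 LOG_8. Balac_1352, galactose-1-phosphate uridylyltransferase, had −1.84 ± 0.38 and −1.49 ± 0.38 in Bl-04 and −2.36 ± 0.39 in HN019 LOG_32. For the calls named, edgeR gave an adjusted p of at most 0.00303. The response of *lacZ* to LOG_8 differed between the strains by −2.43 ± 0.35 (adjusted p = 2.24e-04 from edgeR's interaction test). With library totals as the only scaling, *lacS* in Bl-04 LOG_32 ends as a call (−0.91), and 2 genes of the list are higher in LOG_32 of each strain. Without 1 library, 1 to 2 are higher in HN019 LOG_32. The list had an adjusted p of 0.448, 0.564, 0.503 and 0.438 with an estimated correlation in limma's camera.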

Genes involved with lactose and galactose uptake and utilization were downregulated in LOG_8 and LOG_32, which is interesting, considering indels 19 and 20. 

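Of the 9 genes listed for the use of fructooligosaccharides, raffinose, maltose and maltodextrin, 1 was higher and 0 lower in LOG_8 of Bl-04, 1 and 2 in HN019, and in LOG_32 2 and 1 in Bl-04 and 2 and 4 in HN019, the same adjusted over the list alone. The lower genes number 2 in LOG_8 and LOG_32 of Bl-04 in edgeR or DESeq2 on only the groups compared, and with library totals 0 in Bl-04 LOG_32 and 2 in HN019 LOG_32. Without 1 library, HN019 has 1 to 2 lower in LOG_8, and 1 to 2 higher and 2 to 3 lower in LOG_32. The list had an adjusted p of 0.955, 0.802, 0.904 and 0.862 in the 4 comparisons, Bl-04 first, with an estimated correlation in limma's camera. Balac_0924, a pullulanase that debranches starch, was higher in all 4 comparisons, with log2 fold changes of 1.46 ± 0.22 and 3.03 ± 0.21 in Bl-04 and 1.63 ± 0.21 and 3.11 ± 0.21 in HN019. Balac_1562, a pullulanase precursor, was lower in HN019, with −1.53 ± 0.21 and −2.17 ± 0.21, and had −0.41 ± 0.20 and −0.15 ± 0.20 in Bl-04. Balac_1597, Balac_1598 and Balac_1599 of a sugar ABC transporter had −3.87 ± 1.24, −3.98 ± 1.35 and −3.36 ± 1.31 in Bl-04 LOG_8, −3.24 ± 1.19, −3.37 ± 1.30 and −3.04 ± 1.29 in Bl-04 LOG_32 and −2.98 ± 1.19, −3.83 ± 1.35 and −4.19 ± 1.37 in HN019 LOG_32, and in HN019 LOG_8 they were not called (−0.23 ± 1.10, −0.36 ± 1.19 and −0.48 ± 1.20). Balac_0483, the sugar-binding protein of another, was lower by −3.72 ± 0.36 in HN019 LOG_8, −1.96 ± 0.33 in HN019 LOG_32 and −1.98 ± 0.32 in Bl-04 LOG_32, and had −0.51 ± 0.31 in Bl-04 LOG_8, where it was not called. edgeR's adjusted p for the calls named was at most 0.0448. The replicates of Balac_1597, Balac_1598 and Balac_1599 spread widest in HN019_ISO_4, which is outside these comparisons but enters the shared estimate of the spread. At Balac_1597, replicates held 8014 and 7630 reads in Bl-04_ISO_0, 433 and 592 in Bl-04_LOG_8 and 1170 and 1292 in Bl-04_LOG_32. They held 5003 and 2264 in HN019_ISO_0 and 894 and 695 in HN019_LOG_32. The calls of these genes end without either LOG library, in Bl-04 at −3.64, −3.69 and −2.96 without LOG_8 replicate 1. Of these 9 calls 7 also end without an ISO_0 library, and those of Balac_1597 in HN019 (−2.51) and of Balac_1599 in Bl-04 LOG_32 (−2.64) with library totals, although the log2 fold change is −2.42 or lower in each alternative.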

Genes for fructoooligosaccharides, raffinose, maltose, and maltodextrin uptake were also downregulated. 

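Of the 10 pentose phosphate pathway genes listed, 6 were lower and 1 higher in LOG_32 of Bl-04, and 5 and 0 in HN019, the same adjusted over the list alone. Balac_0842, transketolase, and Balac_0843, transaldolase, which move carbon between sugar phosphates, had log2 fold changes of −3.14 ± 0.097 and −2.49 ± 0.098 in Bl-04 and −3.23 ± 0.098 and −2.72 ± 0.098 in HN019. Balac_1038, glucose-6-phosphate dehydrogenase, the entry enzyme of the pathway, had −1.68 ± 0.070 and −1.69 ± 0.070. Balac_0742, a ribose-phosphate pyrophosphokinase, had −1.69 ± 0.068 and −1.64 ± 0.068, while Balac_1500, another, was higher in Bl-04, at 1.80 ± 0.095. The adjusted p of the calls named was at most 1.01e-08 from edgeR. In LOG_8, 2 were lower in Bl-04 and 2 in HN019, and the Bl-04 count is 0 in DESeq2, with its scaling or with library totals and 0 to 2 without 1 library (adjusted p = 0.448 in Bl-04 and 0.503 in HN019 with an estimated correlation). As a list, its adjusted p was 0.267 in Bl-04 LOG_32 and 0.215 in HN019 LOG_32 with an estimated correlation in limma's camera. With a preset correlation, camera's adjusted p was 0.00115 in Bl-04 LOG_32 and 4.17e-04 in HN019 LOG_32. In LOG_8 it was then 0.0234 in Bl-04 and 0.0175 in HN019, so these list tests depend on the correlation assumed.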

Interestingly, seven genes involved in the pentose phosphate pathway are downregulated in the LOG_32 experiments of both strains. A key indicator of metabolic status is the fructose-6-phosphate phosphoketolase gene *xfp* (EC 4.1.2.22), which is essential for saccharolytic fermentation as part of the “bifidus shunt” (37). The *xfp* gene is significantly downregulated in the two strains in the LOG_32 experiment. Conversely, genes involved with xylose utilization were upregulated in both strains across the LOG experiments, although xylose is not in either the MRS or ISO-Sensitest media. 

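*xfp* (Balac_0971, 1106856 to 1109333), the phosphoketolase, had log2 fold changes of −3.34 ± 0.15 in LOG_32 of Bl-04 and −3.39 ± 0.15 in HN019. In LOG_8 they were −1.03 ± 0.14 and −0.84 ± 0.14, of which the Bl-04 value was called at the threshold and not with DESeq2's scaling (−0.99), library totals (−0.94) or without Bl-04_ISO_0 replicate 2 (−0.91), and in ISO_4 −0.16 ± 0.13 and −0.22 ± 0.13. The adjusted p was at most 3.03e-09 in LOG_32 from edgeR. *xfp* fell from 8829 ± 996 RPKM in ISO_0 to 1150 ± 52.5 in LOG_32 of Bl-04, and from 10010 ± 211 to 1319 ± 78.0 in HN019.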

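Of the 9 xylose and arabinose genes, 6 were higher and 0 lower in LOG_8 of Bl-04 and 4 and 1 in HN019, and in LOG_32 9 and 0 in Bl-04 and 7 and 1 in HN019, the same adjusted over the list alone. Balac_0511, xylose isomerase, and Balac_0521, xylulose kinase, which lead xylose into the pentose phosphates, had log2 fold changes of 2.21 ± 0.14 and 2.88 ± 0.21 in Bl-04 LOG_32 and 1.04 ± 0.14 and 2.67 ± 0.21 in HN019. Without 1 library the lower genes of HN019 number 0 to 1 in LOG_8 and LOG_32. Balac_0517, a beta-xylosidase, had 2.35 ± 0.29 in LOG_8 of Bl-04 and 1.45 ± 0.30 in HN019. Balac_0065, an arabinofuranosidase, rose in Bl-04 LOG_32 (1.54 ± 0.29) and fell in HN019 LOG_32 (−1.23 ± 0.29), and the response differed by −2.76 ± 0.41 between the strains. For the calls named, edgeR gave an adjusted p of at most 0.00199. The HN019 LOG_32 call of Balac_0511 ends with DESeq2 or its scaling (0.98), in edgeR on only the 4 libraries (0.99) and without HN019_ISO_0 replicate 1 (0.97) or HN019_LOG_32 replicate 1 (0.92), and that of Balac_0065 with library totals (−0.77) and without HN019_ISO_0 replicate 1 (−0.93). The list had an adjusted p of 0.448 and 0.267 in Bl-04 and 0.503 and 0.438 in HN019 with an estimated correlation in limma's camera. With a preset correlation of 0.01 in camera it had 0.00286 and 0.00115 in Bl-04 and 0.0316 and 0.0583 in HN019.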

The cell wall and capsule metabolic category included genes downregulated in both strains, specifically in dTDP-rhamnose synthesis and rhamnose-containing glycans.

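The 3 genes listed for dTDP-rhamnose all fell in LOG_32 in both strains, and the counts were the same adjusted over the list alone. Their log2 fold changes were −3.05 ± 0.078 in Bl-04 and −3.85 ± 0.080 in HN019 at Balac_1376, which makes dTDP-glucose, −3.43 ± 0.089 and −3.78 ± 0.091 at Balac_1377, the epimerase, and −3.48 ± 0.079 and −2.99 ± 0.077 at Balac_1378, the dehydratase (adjusted p of at most 1.24e-10 from edgeR). In LOG_8, 2 of them were lower in Bl-04, at −1.04 ± 0.072 for Balac_1376 and −1.21 ± 0.082 for Balac_1377, and none was called in HN019 in edgeR or DESeq2, where they ran from −0.92 to −0.77 with adjusted p of at most 3.93e-06 from edgeR at less than 2-fold. With DESeq2's scaling or library totals the call of Balac_1376 in Bl-04 LOG_8 ends. The list had an adjusted p of 0.185 in Bl-04 and 0.116 in HN019 in LOG_32, and of 0.448 in Bl-04 LOG_8, with an estimated correlation in limma's camera. With a preset correlation of 0.01 in camera these were 2.02e-05, 4.56e-06 and 0.0126.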

Of the cofactors, genes involved in riboflavin (vitamin B_2_), NAD, and coenzyme A (CoA) production were all upregulated in the LOG experiments in both strains. 

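Both riboflavin genes of the list rose in LOG_32, Balac_0417, riboflavin kinase, by log2 fold changes of 1.09 ± 0.12 in Bl-04 and 1.60 ± 0.12 in HN019, and Balac_1530, a riboflavin-specific deaminase, by 1.76 ± 0.12 and 1.32 ± 0.12. Of the 5 NAD genes, 2 were higher in LOG_8 and 3 in LOG_32 of Bl-04, which include the NAD synthetase genes that HN019 lacks, and 0 and 1 in HN019, where Balac_0735, the NAD kinase, had 1.17 ± 0.093 in LOG_32 and 1.83 ± 0.095 in Bl-04. Of the 5 coenzyme A genes, 3 were higher and 0 lower in LOG_8 of Bl-04 and 0 and 0 in HN019, and in LOG_32 3 and 1 in Bl-04 and 3 and 1 in HN019. Among these 5 is *ilvC* (Balac_0148), which is also in the list of branched-chain genes. Its LOG_8 value in Bl-04 lies just over 2-fold, and that call depends on single libraries, as given below. In LOG_8 edgeR and DESeq2 called neither riboflavin gene (1 in each strain was higher at less than 2-fold with an adjusted p under 0.05 from edgeR), at log2 fold changes from 0.16 to 0.51. The 0 of the NAD and coenzyme A genes in HN019 LOG_8 from edgeR were 0 in DESeq2 too, while at less than 2-fold 1 NAD gene was lower, and of the coenzyme A genes 1 was higher and 1 lower, with an adjusted p under 0.05 from edgeR. edgeR's adjusted p for the named LOG_32 changes was at most 5.30e-06, and all counts were the same adjusted over the list alone. The NAD genes had an adjusted p of 0.488 in Bl-04 LOG_8 and 0.302 in LOG_32 with an estimated correlation in limma's camera. With a preset correlation, camera's adjusted p for them was 0.258 and 0.0432.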

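The cluster runs from Balac_1265 (starting at 1459193) to Balac_1276 (ending at 1470826) of the Bl-04 genome, and it was chosen by the study on these samples, so its count is not independent evidence. In LOG_32 all 12 genes were higher in Bl-04 and 11 in HN019, where Balac_1266, an amino acid-binding protein, had a log2 fold change of 0.082 ± 0.51. In LOG_8, 9 of the 12 were higher in Bl-04, with a median log2 fold change of 1.86, and none was called in HN019, where the median was 0.0046 and the highest value 0.96 ± 0.14, at Balac_1275. In ISO_4, 4 were lower in HN019 (5 adjusted over the list alone) and none was called in Bl-04. Balac_1276, which the table annotates as a DNA polymerase III subunit, rose in both strains in LOG_32, by 3.11 ± 0.26 and 3.14 ± 0.26, and Balac_1275, a hypothetical protein, by 2.12 ± 0.15 and 2.28 ± 0.15 (adjusted p of at most 4.07e-07 from edgeR). In ISO_0, 8 of the 12 were already higher in HN019 than in Bl-04, with a median log2 difference of 1.16, while in LOG_8 none was higher and 4 were lower. The response to LOG_8 was lower in HN019 for 10 of the 12 and higher for 1 in edgeR's interaction test, and other counts were the same adjusted over the list alone. In HN019 LOG_8, Balac_1275 and Balac_1276 were higher and Balac_1270 lower at less than 2-fold with an adjusted p of at most 0.0344 from edgeR, DESeq2 called none, and edgeR and DESeq2 on only the 4 libraries called Balac_1266 lower. With library totals (1.06) or without HN019_ISO_0 replicate 1 (1.03) or HN019_LOG_8 replicate 2 (1.02) Balac_1275 is called there, and without the last Balac_1276 too (1.18).

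**Figure D3:**
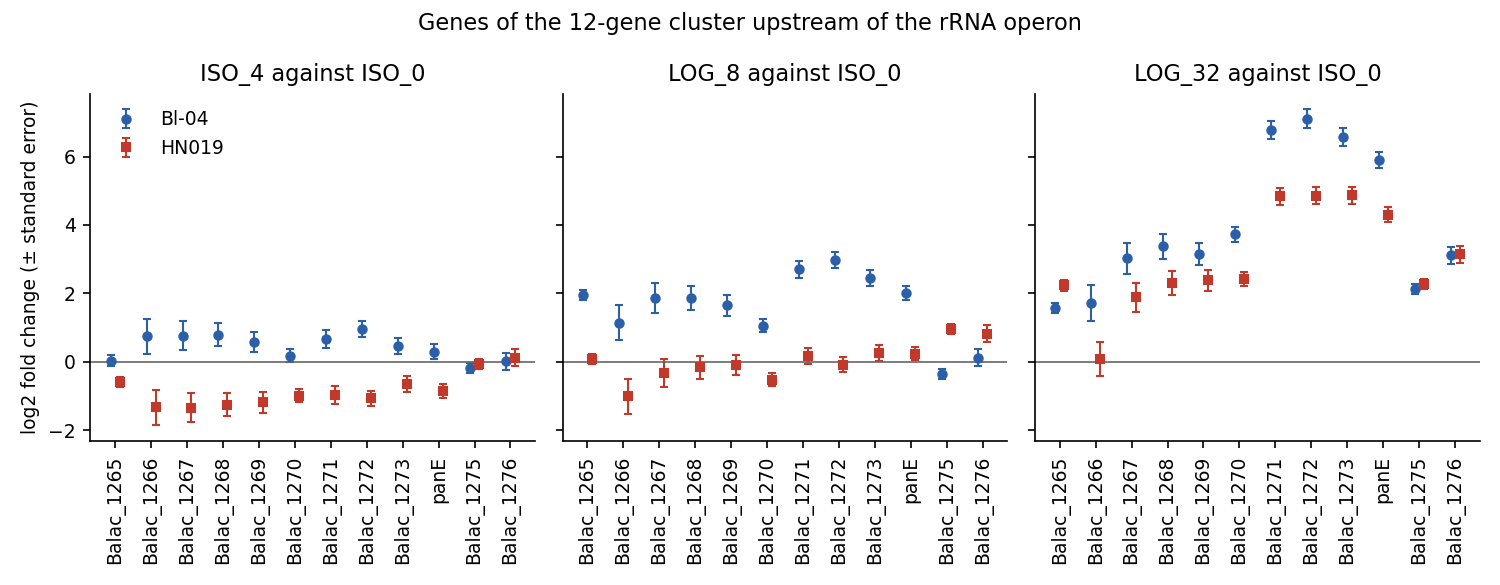
Log2 fold changes of the 12 cluster genes against ISO_0 in ISO_4, LOG_8 and LOG_32 (panels), with bars for the standard error of the edgeR fit, Bl-04 as circles and HN019 as squares (2 libraries per group). The Bl-04 values reach 7.10 at Balac_1272 in LOG_32, and in LOG_8 the HN019 values lie between −1.01 and 0.96.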

Interestingly, there is a cluster of 12 genes that are significantly upregulated in the LOG experiments upstream of an rRNA operon, two tRNAs (valine and glycine), and the putative *tet*(P) gene (Fig. 8A). 

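*panE* (Balac_1274) makes pantoate, a precursor of coenzyme A, and its log2 fold change in LOG_32 was 5.89 ± 0.23 in Bl-04 and 4.30 ± 0.21 in HN019. In LOG_8 it was 2.02 ± 0.20 in Bl-04 and 0.24 ± 0.20 in HN019, and the response differed by −1.77 ± 0.28 between the strains (adjusted p = 4.09e-04 from edgeR's interaction test). *panK* (Balac_0557), pantothenate kinase, had 2.76 ± 0.094 and 3.00 ± 0.095 in LOG_32, and *coaE* (Balac_0987), which completes coenzyme A, 1.93 ± 0.16 and 1.43 ± 0.16. *coaD* (Balac_0281), which adds the adenylyl group, was lower, with −1.43 ± 0.11 and −1.75 ± 0.11. *ilvC* (Balac_0148), of the branched-chain pathway that also supplies pantoate, had 1.01 ± 0.24 in LOG_8 of Bl-04 and 0.28 ± 0.24 and 0.70 ± 0.24 in LOG_32. In LOG_32, *panE*, *panK*, *coaE* and *coaD* had an adjusted p of at most 4.31e-06 from edgeR. The LOG_8 call of *ilvC* ends without Bl-04_ISO_0 replicate 1 (0.96) or Bl-04_LOG_8 replicate 1 (0.98), and *ilvC* is called in HN019 LOG_32 with library totals (1.16).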

One of the genes in the cluster is 2-dehydropantoate 2-reductase *panE* (EC 1.1.1.169), which is key in the biosynthesis of coenzyme A. Other genes that make up the pantetheine shunt are present in both strains, and most are similarly upregulated during the LOG experiments (Fig. 8B). 

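The cluster holds Balac_1266 to Balac_1269, of a glutamate and aspartate transporter, and Balac_1271 to Balac_1273, of a metal ion transporter. In LOG_32, Balac_1267, its ATP-binding protein, rose by log2 fold changes of 3.03 ± 0.45 in Bl-04 and 1.88 ± 0.43 in HN019, and Balac_1268 and Balac_1269, its permeases, by 3.37 ± 0.37 and 3.16 ± 0.32 in Bl-04 and 2.31 ± 0.35 and 2.39 ± 0.31 in HN019. Balac_1273, the lipoprotein of the metal transporter, rose by 6.58 ± 0.26 and 4.86 ± 0.24. In HN019 ISO_4, Balac_1267, Balac_1268, Balac_1269 and Balac_1272 were lower, by −1.34 ± 0.42, −1.25 ± 0.34, −1.19 ± 0.30 and −1.07 ± 0.23, calls that end in edgeR on only the 4 libraries compared and without HN019_ISO_4 replicate 2 (−0.82, −0.80, −0.83 and −0.75). Each also ends without 1 or either of the HN019_ISO_0 libraries. For these values, edgeR gave an adjusted p of at most 0.0371.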

Of the 12 genes clustered together, at least seven are involved with transport, one set for glutamate/aspartate and one for various metal ions. BLAST analysis failed to find the pantothenate transport genes *panT* and *panF* in the two strains, and neither have been reported in bifidobacteria, although there were transporter genes adjacent to the *ilvC*, *panE*, and *panK* genes.

**FIG 8:**
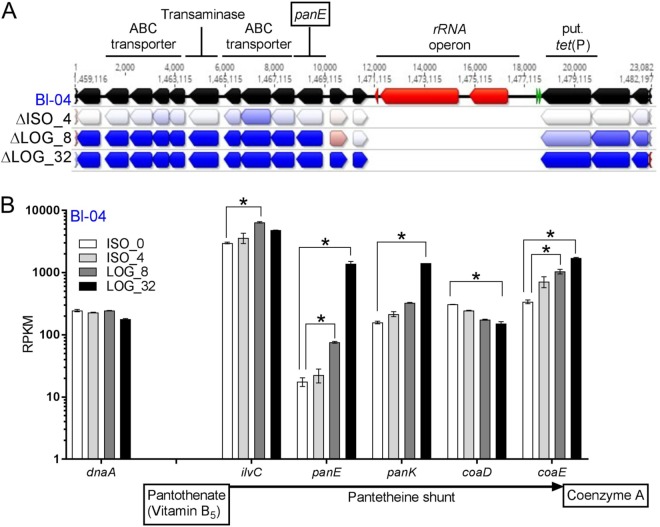
Overview of upregulated gene cluster associated with coenzyme A biosynthesis in B. animalis subsp. *lactis* Bl-04. (A) The genetic region was annotated in the Bl-04 genome and colored as follows: black, coding sequences; red, rRNAs; and green, tRNAs. The arrows below each gene represent a log_2_ ratio fold change between ISO_4, LOG_8, and LOG_32 compared to ISO_0 in descending order, with heat coloring showing downregulation (red) and upregulation (blue) with tetracycline. (B) The raw RPKM expression in Bl-04 for various genes involved in coenzyme A biosynthesis from pantothenate. *, adjusted *P* < 0.05 and fold change of >2×. Expression of *dnaA* is shown for reference.

## DISCUSSION

Bacteria rapidly evolve countermeasures to resist increasingly overused and misused antibiotics, creating widespread resistance years after initial drug introduction (36, 38). The molecular benefits of developing resistance mechanisms far outweigh the costs (39, 40), so bacteria are constantly under pressure to acquire resistance elements (41). Monitoring antibiotic resistance and transferability is a concern in the food and dietary supplement industries to prevent the risk of industrial bacteria becoming reservoirs of resistance genes that can be transferred to pathogens (30, 42). Such products are most often tested using the ISO method for dairy products, which requires MIC measurements be compared to those for a representative species or an overall genus, as is the case of Bifidobacterium. However, due to the variation in test results, the method notes that it “should be used with caution when testing bifidobacteria” (43). The overall tetracycline limit of 8 μg/ml for bifidobacteria was derived from several studies that examined a variety of bifidobacterial species, resulting in a wide range of tetracycline resistances (30). However, Gueimonde et al. found unimodal resistance across 26 B. animalis subsp. lactis strains, with an average MIC of 16.9 μg/ml (18). Commercial B. animalis subsp. lactis strains Bl-04 and HN019 encompass the low level of genetic diversity within the subspecies (14–17), despite having distinct tetracycline resistances, which made them ideal subjects to locate key resistance elements. In this study, we used novel molecular strategies to confirm and further analyze the antibiotic resistance of the two strains.

The transcriptional response during subinhibitory tetracycline exposure revealed few significant changes in either strain, showing that overall functionality does not deviate from the normal metabolic processes until highly stressed. One interesting difference during the low-level exposure was the reduction of CRISPR-Cas-associated gene expression. CRISPR systems provide resistance against invasive genetic elements in bacteria (44) and have been harnessed to provide broad programmable genome editing capabilities (45). The downregulation of *cas* genes highlights the focus of the bacteria on hibernation, reducing the energy expended in nonessential pathways to survive like protection against phage predation. This supports recent findings that resistance to phage predation and antibiotics are inversely related (46). Recent efforts use endogenous CRISPR-Cas systems to modify a bacterium's own genome (47, 48); however, specificity is paramount, as self-targeting spacers can be fatal to a cell (49). With the variety of CRISPR-Cas systems in bifidobacteria and other organisms (50–52), these results suggest that concentrations of tetracycline or other antibiotics may be optimized to control nonspecific targeting and increase genome editing specificity using endogenous CRISPR in bacteria.

Acute exposure at higher concentrations of tetracycline caused substantial differences in gene expression. Protein, complex carbohydrate, and cell wall metabolisms were downregulated, notably in dTDP-rhamnose synthesis and rhamnose-containing glycans. Rhamnose polysaccharides have been previously described in B. animalis subsp. *lactis* (53) and are involved in cross-talk interaction with the host immune system (54). Moreover, they can be associated with human cell adherence and bacteriophage receptors (55). Alternatively, there was upregulation of transporter and amino acid metabolism, specifically that of methionine. This may be due to tetracycline inhibiting methionine, the typical starting amino acid in proteins, from incorporating with the ribosome. These findings are similar to other transcriptome and proteome experiments with tetracyclines (56, 57), even within a eukaryotic host (58). This is likely due to the cells entering the persistence stage, which is when cells become nondividing and dormant due to antibiotic exposure (59). Under these conditions, bacteria only perform essential functions, while simultaneously absorbing maximum amounts of environmental nutrients and exporting tetracycline. Persistence responses and thresholds are not well-studied in the dietary supplement industry, yet are important, since cells exposed to tetracycline levels above the MIC are still metabolically active.

A key metabolic pathway with consistent genetic upregulation was the pantothenate shunt, which synthesizes coenzyme A from vitamin B_5_ and is involved in metabolic reactions like lipid metabolism and respiration (60). Microbial cells uptake pantothenate, an ingredient in the ISO-Sensitest media, typically through the *panT* or *panF* transport genes (61). Although neither gene was located, pantothenate transporters are often colocalized with other pantothenate metabolic genes (62), and indeed, the *ilvC*, *panE*, and *panK* genes all were proximal to transporter genes upregulated in the LOG experiments. This indicates that environmental pantothenate and its derivative CoA are important for tetracycline tolerance. Along with being a key cofactor for many cellular processes, CoA is required to make nonribosomal peptides functional (63). Nonribosomal peptide synthesis is widespread in bacteria (64), and it could circumvent ribosome use to maintain key cellular functions during persistence. One of the genes in the pantothenate shunt was found in a cluster of upregulated genes adjacent to an rRNA operon and the putative *tet*(P) gene. This suggests that the rRNA may be directly protected due to the proximity of the *tet*(P) gene, which could then translate the adjacent CoA and transporter genes despite exposure to tetracycline.

Although the Bl-04 and HN019 genomes were considerably similar, there were several polymorphic regions, specifically indels 8 and 21, with expression differences that likely altered their phenotypes in each experiment. Small genetic differences contributing to additional tetracycline resistance are well established, as point mutations to the 16S rRNA gene can prevent tetracycline molecules from binding properly (26, 27, 65). Furthermore, an SNP in a tRNA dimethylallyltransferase (*miaA*) gene in B. animalis subsp. *lactis* was theorized to increase resistance levels (17). Indels 19 and 20, which are involved with lactose and galactose uptake, were upregulated in HN019 only during the LOG experiments. This may be beneficial, as both sugars are involved with exopolysaccharide biosynthesis and are key during stress conditions (54). Indel 15 is an SNP in the *glcU* gene that has been shown to increase glucose uptake several times over (15). If monosaccharide metabolism is preferred to disaccharide and polysaccharide metabolism during tolerance, then any increase in glucose intake would be greatly beneficial. We also noted that indel 14B altered the predicted restriction site in the gene, although the gene was not differentially expressed in our experiments. Nonetheless, epigenetic control of gene expression is common in bacteria, and epigenetic factors contributing to inherited tetracycline resistance have been demonstrated previously (66). Altogether, our results suggest that there are many genetic regions in B. animalis subsp. *lactis* besides *tet*(W) that combine to contribute to antibiotic resistance.

The *tet*(W) gene, assumed to provide resistance to tetracycline, is upregulated during the subinhibitory concentrations. Interestingly, the putative *tet*(P) in B. animalis subsp. *lactis* is a ribosomal protection GTPase similar to the *tet*(W), yet the *tet*(P) gene was upregulated during the LOG experiments, while *tet*(W) was not. The putative *tet*(36) is a tetracycline efflux pump related to genes previously reported in Bifidobacterium breve and Bifidobacterium longum (67, 68), and many other transporter genes were upregulated during tetracycline exposure. Indeed, the most apparent cause of additional resistance in HN019 is the *emrB* multidrug efflux gene, which is likely affected by indel 21 in the flanking promoter. Enzymatic protection genes, such as NADPH-requiring oxidoreductase *tet*(X), have not been reported in bifidobacteria (28). However, there were over 800 genes in the B. animalis subsp. *lactis* genomes, nearly 300 of which were upregulated in the LOG experiments, that were not assigned to a metabolic category, and novel antibiotic resistance genes in bifidobacteria are constantly being identified (69). Thus, there are many factors yet to be discovered that may also contribute broadly to antibiotic resistance in food and probiotic microorganisms.

Overall, we have shown that B. animalis subsp. *lactis* resistance to tetracycline does not just hinge on the *tet*(W) gene, but rather encompasses an orchestrated transcriptional network distributed across several genomic loci, in which even small polymorphisms may dramatically increase survival. Traditional microbiological methods have served to assess resistance in the past, but novel molecular assays and high-throughput nucleic acid sequencing provide a much greater resolution and should be used routinely to monitor and ensure safety for food and dietary supplement organisms.

## MATERIALS AND METHODS

### Bacterial cultures.

Vials of B. animalis subsp. *lactis* strain Bl-04 (ATCC SD-5219) and strain HN019 (ATCC SD-5674) culture were obtained from the DuPont global culture collection. Growth was generally obtained using De Man-Rogosa-Sharpe broth (part number [p/n] 288110; BD, Franklin Lakes, NJ) supplemented with cysteine-HCl (p/n C7880; Sigma-Aldrich, St. Louis, MO) (MRSC) at 0.05% (vol/vol) diluted in water (p/n 51200; Rockland, ME). Agar (p/n 214010; BD) was added to the MRSC broth as directed. The MIC testing also required ISO-Sensitest media (p/n CM0473; Oxoid, Basingstoke, Hampshire, UK). All samples in both media were grown at 37°C ± 1°C under anaerobic conditions using GasPacks (p/n 260001; BD).

### MIC testing.

Initial tetracycline trials followed the ISO method (43). Briefly, strains were streaked for isolation using a three-phase pattern on MRSC and agar plates and incubated 16 to 24 h as described above. A solution of sterile lactic acid bacteria susceptibility test medium (LSM) broth (90% ISO-Sensitest [IST] broth and 10% MRSC) was aliquoted into 3-ml glass tubes suitable for spectrophotometry. Colonies from the streak plates were picked with sterile loops and transferred into the broth to an optical density (OD) of 0.16 to 0.20 at 625 nm (Genesys 20; Thermo). The inoculum was diluted 1:500 in LSM media prior to inoculation into the antibiotics.

Tetracycline-HCl (p/n T4062-5G; Sigma-Aldrich) was diluted in molecular-grade water to 5,120 μg/ml, based on the concentration per mg on the label. The stock solution was diluted 1:10 (vol/vol) and the dilution scheme in the ISO method was then used to make 50% serial dilutions (512 μg/ml, 256 μg/ml, 128 μg/ml, etc.) to 1 μg/ml. The stock solution and dilutions were made fresh with each experiment. The dilutions were added to the inoculum at equal amounts, thus halving the effective dilutions to a range of 256 μg/ml to 0.5 μg/ml. The combination antibiotic and inoculum were transferred to a clear PCR plate (p/n 14230232; Thermo) and sealed (p/n AB0558; Thermo). Plates were incubated for 48 h at 37°C ± 1°C in anaerobic conditions before being inspected for cellular material under a magnifying glass.

To test acute exposure, the inoculum described above was not finally diluted 1:500 but was added directly to the tetracycline gradient and only incubated for 16 h to remain in mid-log phase.

### GlowMax Discover.

Concentrations of ATP were tested with the BacTiter-Glo microbial cell viability assay (p/n G8230; Promega, Madison, WI) on the GlowMax Discover microplate reader (p/n GM3000, Promega) following the manufacturer's instruction. Briefly, BacTiter-Glo buffer was added to the substrate and equilibrated to room temperature (22°C to 25°C) before use. The reagent was then added in equal parts to the samples in a black, opaque 96-well plate (p/n 3915; Costar, Corning, NY). The plate was placed on the GlowMax Discover, which was preprogrammed to mix with an orbital shaker, incubate at room temperature for 5 min, and then read the luminescence. Data were generated in relative luminescence units (RLU), which were not back calculated to ATP concentrations, although a standard of 10 mM rATP (p/n P113B; Promega) was added to each run to ensure run-to-run consistency. All samples were tested in duplicate, except for the retest that had six replicates per sample, and statistical comparisons were made using Prism v. 7.04 (GraphPad, La Jolla, CA).

The tetracycline standard dilutions were compared to the standards in the MaxSignal Tetracycline enzyme-limited immunosorbent assay (ELISA) kit (p/n 1016-04E; Bioo Scientific Corp., Austin, TX). The manufacturer's instructions for detection in milk/soured milk were used. The GlowMax instrument was programmed to make absorbance measurements of 450 nm (primary) and 600 nm (differential).

### Droplet digital PCR.

Bl-04 and HN019 samples were diluted 1:10 by adding 120 μl of sample to 1,080 μl of Butterfield's phosphate buffer (p/n R23701; Fisher, Hampton, NH) in clear 1.5-ml centrifuge tubes (Fisher). Samples were then treated with the viability dye Pemax (p/n 4900013150; GenIUL, Barcelona, Spain) to nullify DNA associated with dead cells. A 500 μM stock solution of Pemax was created by adding 100 μl of standard buffer (p/n: 4900018000; GenIUL) to a monodose vial of Pemax. Four μl (final conc. 1.67 μM) and 12 μl (final concentration, 5 μM) of Pemax solution were added to Bl-04 and HN019 tubes, respectively. Tubes were incubated for 30 min at 37°C, protected from light, and gently shaken to facilitate Pemax reaction. After incubation, viability dye was permanently bound and further reaction halted via UV light activation for 15 min on a PMA-Lite device (Biotium, Fremont, CA). Cells were lysed by transferring 1 ml of treated samples to prefilled 2.0-ml tubes containing Triple-Pure high-impact 0.1-mm zirconium beads (D1032-01; Benchmark Scientific, Edison, NJ). Tubes were placed into a solid aluminum microvial holder pretempered to −20°C and shaken for 15 min on a Mini-Beadbeater-96 (120 V; BioSpec Products, Bartlesville, OK).

A PCR mixture was created by combining reagents in the following concentrations and volumes to create 25 μl reaction volume per replicate: molecular biology-grade water, 0.42 μl (p/n SH30538.03; Thermo Fisher); 5 μM forward primer, 4.5 μl; 5 μM reverse primer, 4.5 μl; 3 μM probe 2.08 μl (IDT, Coralville, IA); ddPCR Supermix for probes (no dUTP), 12.5 μl (p/n 1863024; Bio-Rad, Pleasanton, CA); and 1 μl of treated sample. The Bl-04 probe utilized 6-carboxyfluorescein (FAM) dye, and the HN019 probe utilized 6-carboxy-2,4,4,5,7,7-hexachlorofluorescein (HEX) dye. All oligonucleotide sequences are listed in Table 2.

**TABLE 2:** Primers and probes used for the study

Name^*a*^	Sequence^*b*^
ddPCR	
Bl-04_F	5′-CTT CCC AGA AGG CCG GGT-3′
Bl-04_P	5′-6-FAM/CGA AGA TGA/ZEN/TGT CGG AAC ACA AAC ACC CGG/3IABkFQ-3′
Bl-04_R	5′-CGA GGC CAC GGT GCT CAT ATA GA-3′
HN019_F	5′-TTC GAT GGT TCG CAC AGT GA-3′
HN019_P	5-6-FAM-AAA CAG GTC/ZEN/AAT CAG CGG CGC AGG GAG/3IABkFQ-3′
HN019_R	5′-GGT CTG ATG CCG CCT GAA AT-3′
SNPs	
Indel_2_F	GCC GCA GAT CGA ATA CTG GG
Indel_2_R	AAG CGA CGA CCG AAT GCA AT
Indel_4_F	TCT GTT GCG GGA TGT CAT GC
Indel_4_R	GGC GAT TCA GGC GAA GTT CA
Indel_7_F	ACA GAA GTA GGC GAG GGG AC
Indel_7_R	AAC ATC ACC GCC GAT GAA CC
Indel_9_F	GGA ACT TGG CAG ACG TCT CG
Indel_9_R	CTG TTG ACT CCG GCT GCA TT
Indel_11_F	GCA GAT CGC CCC ATT GAA CA
Indel_11_R	TCG GGT CTG CTC GAC ATT CT
Indel_14A_F	CAC ACG ATC GGA ACC AGT GG
Indel_14A_R	ACG AAC GAA GTA GCC GAG GA
Indel_14B_F	CGC CGA ATC GCC ATA ATC CA
Indel_14B_R	CAG CCC GAA TCC ACT TGA CC
Indel_17_F	CTC AGT GTG CAC GCA CTC C
Indel_17_R	GAT GCA GGT TGA GCA AGG CG
Indel_19_F	CCT CGC TGT TTC GCT CTG AG
Indel_19_R	GGA AGG TGA CAT GCA GAC CG
Indel_20_F	AAC GAT CAT TTC CGC CAC CC
Indel_20_R	ATG CTG TTC GAT GCG TTG GT
Indel_22_F	CAT CCA CAG CAG CCA ACT CA
Indel_22_R	CCT GAA CCA GAT TGC CAC CG
Indel_23_F	TTC GTC ACT GGA TCG CAA GC
Indel_23_R	TCC AAC AAA CTC ACC GTG GC
Indel_27_F	GCT CTT CGT CTT CGC GGT AC
Indel_27_R	CCG ACA ATC TGC GGC AAT GA

a ddPCR, droplet digital PCR; SNP, single-nucleotide polymorphism.

b ZEN, ZEN quencher (IDT); IABkFQ, Iowa Black fluorescence quencher.

Reactions were transferred to ddPCR 96-well plates. Plates were sealed using PX1 PCR plate sealer and pierceable foil heat seals (Bio-Rad). Samples were then transferred to an automated droplet generator (Bio-Rad), and droplets were formed per the manufacturer's instruction. The plate containing newly formed droplets were transferred to C1000 Touch thermal cycler with a 96-deep well reaction module (Bio-Rad). Thermocycling was completed under the following conditions: 95°C for 10 min, 95°C for 30 s, and 60°C for 1 min repeated for a total of 40 cycles, followed by 98°C for 10 min, then held at 10°C until transfer to a QX200 droplet reader (Bio-Rad). Droplets were analyzed utilizing QuantaSoft Software v. 1.7. The detection thresholds were adjusted as needed to meet the following criteria: at least 10,000 total droplets read, sample concentration between 100 and 2,000 copies per μl, and no major defects noted in 1-dimensional (1D) or 2-dimensional (2D) amplitude.

### Genome sequencing and assembly.

HN019 was resequenced to generate a complete genome. Genomic DNA was prepared as described previously, except with MRSC (1). The shotgun libraries, sequencing, and assembly were carried out at the Roy J. Carver Biotechnology Center, University of Illinois at Urbana-Champaign (UIUC).

The shotgun genomic DNA libraries were constructed from 500 ng of DNA after sonication with an ME220 ultrasonicator (Covaris, Woburn, MA) to an average fragment size of 500 base pairs (bp) with the Hyper library preparation kit from (Kapa Biosystems, Roche, Basel, Switzerland). The individually barcoded libraries were amplified with 3 cycles of PCR and run on a fragment analyzer (AATI, Ankeny, IA) to confirm the absence of free primers and primer dimers and to confirm the presence of DNA of the expected size range. Libraries were pooled in equimolar concentration and size selected on a 2% agarose gel for fragments 500 bp to 800 bp in length. The pool was further quantitated by quantitative PCR on a CFX Connect real-time system (Bio-Rad, Hercules, CA).

The pooled shotgun libraries were sequenced on two MiSeq flow cells with paired-end reads 250 nucleotides in length using the v. 3 kits. The fastq read files were generated and demultiplexed with the bcl2fastq v. 2.17.1.14 conversion software (Illumina, San Diego, CA). For Nanopore sequencing, 1 μg of DNA was sheared in a g-Tube. Each fragment DNA sample was converted into a barcoded Nanopore library with the 1D Native barcoding genomic DNA kit (EXP-NBD103 and SQK-LSK108). Ten libraries were pooled and sequenced on a FLO-MIN106 R94.1 flow cell on a GridION X5 sequencer for 48 h. Base calling and barcode demultiplexing were performed with Albacore 2.17.

Initial Nanopore reads were base-called using Albacore v. 2.1.10 (Oxford Nanopore Technologies, Oxford, United Kingdom), retaining the original raw signal information in FAST5 format (for later assembly polishing) and producing sequence calls in FASTQ format for initial assembly steps. FASTQ data were initially assessed using FASTQC v. 0.11.5 (70). Reads were scanned and trimmed using the tools Porechop v. 0.2.3 (71) and seqtk, as described in Table S2A. Reads were then reassessed using FASTQC to ensure that trimming occurred and to establish sequence retention. These were used in downstream assembly steps.

Initial Illumina base calls were produced using Illumina's bcl2fastq, removing any residual sequence adapters. The resulting FASTQ data were initially assessed using FASTQC and then quality trimmed using Trimmomatic v. 0.36 (72), as described in Table S2B. Reads were then reassessed using FASTQC to ensure that any quality issues were addressed prior to use in downstream assembly steps.

A hybrid assembly was originally performed using the Unicycler assembler v 0.4.3 (73), as noted in Table S1C. QUAST (74) and MUMmer (75) were used to both generate some basic overall metrics of the assembly as well as to compare to the B. animalis subsp. *lactis* Bl-04 reference genome (Table S2D). Annotation was performed using Prokka (76; see also Table S2E) and rapid annotation by subsystem technology (RAST), using the default conditions (77, 78). Finally, Bandage (79) was utilized to assess completeness and potential assembly issues.

The Bl-04 and HN019 genomes were aligned and genetic differences were identified and characterized using progressiveMauve in Geneious (80). The indels were assessed by targeted PCR using primers in Table 2 designed by Primer3 in Geneious (81). Reaction mixtures were made as follows: molecular biology-grade water, 11 μl; 100 μM forward primer, 0.25 μl; 100 μM reverse primer, 0.25 μl; AmpliTaq Gold 360 (p/n N808024; ThermoFisher), 12.5 μl; and template, 1 μl. Template samples were prepared from processing 400 μl of the frozen culture vials with the Maxwell 16 cell DNA purification kit (p/n AS1020; Promega) on a Maxwell 16 (p/n AS2000, Promega), then diluted 1:10 (vol/vol) in 1× Tris-EDTA buffer at pH 8.0 (p/n BP2473-1; ThermoFisher). The thermocycler (MyCycler; Bio-Rad) was set as follows: step 1, 95°C for 10 min; step 2, 95°C for 30 s; step 3, 57°C for 30 s; step 4, 72°C for 1 min (with steps 2 to 4 repeated 34 cycles); step 5, 72°C for 5 min; and step 6, hold at 4°C. Amplicons were visualized using 2% agarose E-gels (p/n G601802; Thermo Fisher), purified using the Purelink PCR purification kit (p/n K310001; Thermo Fisher), and sequenced with Sanger technologies (Eurofins Genomics, Luxembourg). Resulting reads were aligned in Geneious.

The genomes for both strains were screened in Geneious v 11.0.4 (Biomatters, Auckland, New Zealand) for putative antibiotic resistance genes by comparing to known gene and protein functions in the Antibiotic Resistance Genes Database (82) and the Comprehensive Antibiotic Resistance Database (83), using previously described search parameters (1). Potential matches were considered relevant if the percent pairwise nucleotide match was >80%, the threshold for antibiotic resistance gene identity (24). Putative promoters were identified using the Neural Network Promoter Prediction online software (84).

### RNA sequencing.

Four separate growth experiments were made with Bl-04 and HN019, in duplicate 3-ml amounts. First, experiment ISO_0 followed the ISO method with 0 μg/ml tetracycline, grown until the culture reached an OD of 0.14 to 0.30 (early log phase). Second, experiment ISO_4 was conducted as experiment ISO_0, except with a final concentration of 4 μg/ml tetracycline. Third, experiment LOG_8 followed the ISO method, except for the 1:500 dilution prior to inoculation. After combining to make the OD 0.16 to 0.20 inoculum, the culture was instead added directly to 16 μg/ml tetracycline, making the final tetracycline concentration 8 μg/ml. The culture was then grown until reaching OD 0.14 to 0.30. Lastly, experiment LOG_32 was conducted as ISO_8, except with a final concentration of 32 μg/ml tetracycline.

After reaching early log phase, cells were centrifuged for 10 min at 4,063 × *g*. The supernatant was removed, and 1 ml of TRIzol (p/n 15596026; Thermo) was added. The pellet was resuspended by vortexing, and the tubes were immediately frozen at −80°C. The cell pellets were later thawed, transferred to a Lysing Matrix B 2-ml tube (p/n 116911050; MPBio, Santa Ana, CA), and disrupted using a Mini-Beadbeater. The lysate was subjected to a chloroform organic extraction, followed by purification using an RNeasy minikit (p/n 74104; Qiagen, Hilden, Germany). Quality checks and quantifications of the isolated RNA were carried out on the Agilent 2100 bioanalyzer (Agilent Technologies, Santa Clara, CA). rRNA was removed prior to library construction using a Ribo-Zero rRNA removal kit (Gram-positive bacteria) (p/n MRZGP126; Illumina). Stranded cDNA libraries were prepared using a TruSeq stranded mRNA kit (p/n 20020594; Illumina), quantitated by Agilent TapeStation, pooled equimolarly, and sequenced on one flow cell lane for 75 cycles using paired-end 75-base pair sequencing on an Illumina 2500 HiSeq rapid cluster kit v. 2 (p/n PE-402-4002; Illumina) and HiSeq rapid sequencing by synthesis (SBS) kit v. 2 (p/n FC-402-4021; Illumina).

Paired-end reads were imported and mapped to the B. animalis subsp. *lactis* Bl-04 genome using the Geneious for RNA Mapper with default settings in Geneious. The sequencing reads for all experiments and replicates of both strains are publicly available. Transcript levels in the resulting assemblies were calculated using the “calculate expression levels” function, and normalized for comparison of replicates and experiments using the “compare expression levels” function with the DESeq2 method and parametric fit type (85). The assemblies were exported as BAM files and imported into ArrayStar v. 1.2 (DNAStar, Madison, WI), processed using QSeq, and normalized by reads per kilobase of transcript per million mapped reads (RPKM). Regression analyses of the RNA data were made in ArrayStar software using the Student *t* test with false discovery rate (FDR) correction. Statistical analyses between sets of samples were analyzed using the DESeq2 method, as above. Differences in expression were considered significant if the absolute confidence (−log_10_ adjusted *P* value) was ± 1.00, and the log_2_ ratio was at ±1.00, representing a *P* value of ≤0.05 and a ≥2× fold change, respectively, after normalization. Nucleotide sequences of all significantly expressed genes were concatenated and uploaded in RAST to assign metabolic categories. Expression levels were visualized using Prism, and the volcano plots were generated using Excel 2016 (Microsoft, Redmond, WA).

### Accession number(s).

The complete genome sequence for Bl-04 is publicly available (NCBI GenBank accession number CP001515). A draft genome sequence for HN019, consisting of 28 contigs, was published previously (NCBI accession number ABOT00000000.1). The new HN019 genome sequence is available in the NCBI databaseunder accession number CP031154. The paired-end reads of the RNA sequencing experiments are also available in the NCBI database under the Gene Expression Omnibus accession number GSE117878.

## Supplementary Material

Supplemental file 1

How the deposited data were processed for this re-analysis (not part of the article)

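RNA from 2 strains of *B. animalis* subsp. *lactis*, Bl-04 and HN019, in 4 experiments with 2 replicates each was used, 16 libraries in all. The authors removed rRNA, sequenced stranded libraries as read pairs, and mapped the pairs of both strains to the Bl-04 genome with the Geneious RNA mapper. In Geneious 11.0.4 the authors calculated the deposited values, which are given for 1567 coding sequences. The deposited read counts are expected counts, since 67.9% of them are not whole numbers, and whether both mates of a pair are counted was not tested. The deposited RPKM values were made by the authors from these counts, the gene length and the reads on all coding sequences of the library, as checked on the table. The table's other 2 columns of values per library, transcript counts and TPM, were not used. 1 library of Bl-04 LOG_8 carries the culture number 1 and the replicate number 2, and was taken as replicate 2, the number in its sample title. If both libraries of this group come from 1 culture, the standard errors and p-values of Bl-04 LOG_8 do not measure the spread between cultures. The authors' expression differences came from DESeq2. The deposited genome of Bl-04 holds 1938709 bp and 1631 genes, of which 12 are rRNA and 52 tRNA genes that the table of counts does not hold. No reads, rRNA counts or HN019 genome were used here, and 1 locus of the paper, *tetR*, could not be placed on a locus tag of the table and is not reported here.

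The expected counts were rounded to whole numbers and tested with edgeR 4.0.16 in R 4.3.3, with glmQLFit and glmQLFTest, TMM scaling and 1 coefficient for each of the 8 groups. All 1567 genes passed edgeR's filter on low counts, filterByExpr. Each exposure was compared with ISO_0 of its strain, LOG_32 with LOG_8, and HN019 with Bl-04 in each experiment, and an interaction asked whether the response to an exposure differs between the strains. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change of at least 1, and the standard error of a log2 fold change is its size divided by the square root of the F statistic. With 2 libraries per group, no split of the libraries into other groups was tested. R² is the square of Pearson's r of log2(RPKM + 1) over genes, and between groups it was taken on the mean of the 2 replicates. Principal components used counts variance-stabilized in DESeq2 1.42.0 for the 500 most variable genes. Where HN019 had 0 reads of indel 28, those of Bl-04 were compared with a floor of 3 reads over the libraries of the group. Where it had 1 to 3, the ratio of the reads is given with a 95% counting interval. Tables and figures were made in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

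The reads on genes ran from 9834504 to 13664143 per library. Data were simulated for all libraries from each gene's mean over them and 1 spread per gene. Of the 1567 genes, 200 were changed in Bl-04 LOG_32 and 1564 were tested. Against ISO_0, edgeR recovered 96% of 50 genes changed by a log2 of 1 and 100% of 50 each at 1.5, 2 and 3. It made 9 false calls, which is 4.35% of its calls at the adjusted p alone. In a simulated comparison without changes it made 0 false calls and DESeq2 5. Every group was given the same spread, so these rates do not carry over to comparisons with ISO_4, whose replicates stood further apart.

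The comparisons, their tests, the rule for named genes and all but 2 of the alternatives were written before the data were examined. The tests of explanations in the closing part concern patterns already seen in these libraries. Those not named there as later ones were written before their own results were seen. The rule names every gene the paper names, the 10 highest and 10 lowest called genes of each comparison whose product is known and whose replicates do not overlap, and up to 4 called members of each gene list. Other genes were chosen after their values were seen. The 31 gene lists were set by patterns on product names, for the pathways the paper discusses and for ribosomal proteins, translation factors, aminoacyl-tRNA synthesis, chaperones, peptidoglycan, ATP synthase, lower glycolysis, purine and pyrimidine synthesis, fatty acid synthesis, DNA repair, mobile elements and cell division. After the table was seen, genes with a symbol in place of a product were added and wrong matches were removed, and 2 lists, on stringent response and toxin-antitoxin pairs, were dropped because their patterns matched other words. Lists were tested with limma 3.58.1 camera, with a preset correlation of 0.01 and with an estimated one, and adjusted over lists. The transposases Balac_0051, Balac_0072, Balac_0235, Balac_1130 and Balac_1413 are near-identical copies that may share reads. They make up 5 of the 13 genes in the list of mobile elements, so no tally or test of that list is reported. Alternatives were DESeq2 in place of edgeR, each tool on only the groups compared, DESeq2's size factors or library totals as scaling, no filter on counts, an adjusted p of 0.1, no minimum fold, the replicate number as a block, and leaving out each library. For R², alternatives were log2(RPKM + 0.1), RPKM without logs, CPM, and only filtered genes, and for the principal components all genes or log2 CPM. Leaving out single libraries for R², and a block for the replicate number within ISO_4 alone, were added after the values were seen.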

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

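None of the tests in this part was chosen after its result was seen. The results of this first paragraph stand here because edgeR's interaction test found the change from ISO_0 to differ between the strains. Growth times were 14 h for both strains in ISO_0. For Bl-04 and HN019 they were 22 and 18 h in ISO_4, 12 and 4 h in LOG_8 and 18 and 13 h in LOG_32. The LOG experiments changed the inoculum too, so strain, drug and growth time cannot be told apart in these tests. In LOG_8, Balac_0316, a propionyl-CoA carboxylase beta chain, and Balac_0315 (JadJ) had a lower response in HN019 than in Bl-04, by −4.15 ± 0.53 and −4.15 ± 0.58 on the log2 scale, and Balac_0327, which makes deoxyribonucleotides for DNA, and Balac_0097, an integral membrane protein, a higher one, by 3.04 ± 0.70 and 3.25 ± 0.58. In LOG_32 it was lower at Balac_1082, the activating enzyme of pyruvate formate-lyase (−2.89 ± 0.25), and Balac_1572, a solute-binding protein (−2.80 ± 0.77), and higher at Balac_0596, the amidophosphoribosyltransferase that opens purine synthesis (1.96 ± 0.18), and Balac_0712, an ABC transporter (2.11 ± 0.33). In ISO_4 it was lower at Balac_0564, cystathionine beta-synthase (−3.24 ± 0.91), and Balac_1194, a peptide permease (−2.51 ± 0.54), and higher at *csb3* (Balac_1303), with 1.76, and Balac_0097 (3.02 ± 0.57). edgeR's adjusted p for these genes was at most 0.0288. Over all genes, the response was higher in HN019 for 33 and lower for 45 in ISO_4, higher for 123 and lower for 176 in LOG_8, and higher for 105 and lower for 144 in LOG_32. Without 1 library, the counts of ISO_4 run from 7 to 67 higher and from 22 to 95 lower. In ISO_4, DESeq2 on only the 8 libraries compared calls 27 higher and 37 lower, and edgeR on these calls 1 higher and none lower, with Balac_0564, Balac_1194 and Balac_0097 no longer called, while DESeq2 no longer calls Balac_0564. The call of Balac_0564 also ends without any 1 of the ISO_0 libraries or Bl-04_ISO_4 replicate 1 (from −3.60 to −2.12), that of Balac_1194 without Bl-04_ISO_0 replicate 2 (−2.03), and that of Balac_1572 without HN019_ISO_0 replicate 2 (−1.76).

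The results of this paragraph stand here because the paper does not discuss these genes, and they passed the test against ISO_0, the experiment without tetracycline. In LOG_32, the ATP synthase genes were lower at 8 of 8 in Bl-04 and 8 in HN019, and the 14 genes of lower glycolysis and fermentation at 8 and 11. Of the 21 genes of aminoacyl-tRNA synthesis 15 were lower in Bl-04 and 6 in HN019, and of the 12 DNA repair genes 6 and 6 were higher. The counts, from edgeR, are the same adjusted over the list alone. With an estimated correlation in limma's camera the adjusted p was 0.274 and 0.425 for ATP synthase, 0.267 and 0.116 for glycolysis, 0.267 and 0.438 for aminoacyl-tRNA synthesis and 0.267 and 0.122 for DNA repair. With a preset correlation of 0.01, camera's adjusted p was 8.79e-05 and 4.17e-04 for ATP synthase and 0.00115 and 2.37e-06 for glycolysis. It was 2.02e-05 and 0.0127 for aminoacyl-tRNA synthesis and 0.0363 and 0.0127 for DNA repair. These list tests thus depend on the correlation assumed. With library totals as the only scaling, 7 and 3 genes of aminoacyl-tRNA synthesis are lower, 2 of them are higher in HN019, and 2 of lower glycolysis are higher in Bl-04, while the other counts stay within 1.5 times.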

How the results depend on the processing

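Leaving out single libraries for R² and the block within ISO_4 alone were the only alternatives chosen after the values were seen. A library left alone in its group is assumed to vary like the other groups. The alternatives that keep rRNA genes could not be run, since the table of counts holds none, and as all genes pass the filter, leaving it out changes nothing. Groups of 2 give few degrees of freedom, exposure and growth time change together, and the LOG experiments change the inoculum too. Over the gene values named in the text, no alternative turned the direction of a call. Of the 402 gene values, calls lost and gained number 4 and 1 in DESeq2 on all groups, 4 and 2 in DESeq2 and 28 and 1 in edgeR on only the groups compared, 5 and 1 with DESeq2's size factors, 11 and 6 with library totals, 0 and 30 with no minimum fold, 1 and 0 with the block, and 97 and 15 over all cases of 1 library left out. The block within ISO_4 alone was run for 77 of the values, with 0 and 0. With the replicate number as a block the count of calls of every comparison stayed within 1.5 times, and in most pairs of groups the replicates of the same number did not deviate together, with correlations over 28 pairs of groups from −0.176 to 0.495 and only 9 above 0.1, so the numbers are not taken to pair the samples. The highest correlation is that of the ISO_4 replicates of the 2 strains, and with the replicate number as a block within ISO_4 alone edgeR gives 39 higher and 38 lower genes between the strains in ISO_4 (40 and 35 without it), and no count of calls with ISO_4 moves by over 1.5 times, although the lower ABC transporters of Bl-04 ISO_4 go from 0 to 1. An adjusted p of 0.1 kept these counts within 1.5 times too, as did DESeq2 on all groups and DESeq2's size factors in edgeR, and the cause of the changes below was not tested.

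With no minimum fold, the higher and lower genes come to 341 and 345 in Bl-04 ISO_4, 530 and 540 in Bl-04 LOG_8, 685 and 631 in Bl-04 LOG_32, 251 and 222 in HN019 ISO_4, 550 and 537 in HN019 LOG_8 and 704 and 627 in HN019 LOG_32. LOG_32 against LOG_8 then has 585 and 533 in Bl-04 and 663 and 589 in HN019, HN019 against Bl-04 384 and 390 in ISO_0, 282 and 231 in ISO_4, 587 and 526 in LOG_8 and 542 and 513 in LOG_32, and the interaction 205 and 171 in ISO_4, 439 and 423 in LOG_8 and 388 and 380 in LOG_32. This follows from the rule itself, since it adds genes that change by less than 2-fold. Fitted to only the groups compared, edgeR calls 0 and 0 genes in HN019 ISO_4, 5 and 7 between the strains in ISO_4 and 1 and 0 in the interaction of ISO_4, and DESeq2 calls 11 higher in HN019 ISO_4. These fits also move the higher amino acid and peptide transport genes of Bl-04 ISO_4 from 3 to 1, the lower chaperones of HN019 LOG_32 from 1 to 2, the higher ribosomal proteins of HN019 LOG_32 from 1 to 0 and the lower fructooligosaccharide and maltose genes of Bl-04 to 2, from 0 in LOG_8 and from 1 in LOG_32, where the block gives 2 too, while edgeR alone moves the higher branched-chain genes of HN019 ISO_4 from 4 to 0. DESeq2 on all groups and DESeq2's size factors in edgeR move the higher cell division genes of Bl-04 LOG_32 from 2 to 1, the lower chaperones of HN019 LOG_32 from 1 to 2, the higher ribosomal proteins of HN019 LOG_32 from 1 to 0, and in Bl-04 LOG_8 the lower dTDP-rhamnose genes from 2 to 1 and the lower pentose phosphate genes from 2 to 0.

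With library totals as the only scaling, 211 genes are lower in Bl-04 LOG_32, and LOG_32 against LOG_8 has 382 higher and 110 lower in Bl-04 and 164 lower in HN019. In Bl-04 LOG_32 that scaling moves lower genes to 4 from 13 for ABC transporters, 7 from 15 for aminoacyl-tRNA synthesis and 1 from 17 for ribosomal proteins, and to 0 from 1 for cell division, fructooligosaccharides and maltose, methionine, multidrug efflux, peptidoglycan and translation factors. It moves higher genes there to 4 from 1 for glutamine and related amino acids, 2 from 1 for lactose and galactose, peptidoglycan and the tetracycline loci, 2 from 0 for lower glycolysis and ribosomal proteins and 8 from 4 for metal ions. In HN019 LOG_32, higher genes move to 2 from 0 for aminoacyl-tRNA synthesis and chaperones, 2 from 1 for lactose and galactose and for peptidoglycan, 1 from 0 for pentose phosphates and for purines and pyrimidines, 6 from 1 for ribosomal proteins and 5 from 3 for sugar transport. Lower genes move there to 3 from 6 for aminoacyl-tRNA synthesis, 0 from 2 for cell division, 2 from 4 for fructooligosaccharides and maltose, 3 from 5 for metal ions, 1 from 3 for peptidoglycan, and 0 from 1 for multidrug efflux and for xylose and arabinose. In LOG_8, lower genes move to 3 from 8 for ABC transporters of HN019 and in Bl-04 to 1 from 2 for dTDP-rhamnose and 0 from 2 for pentose phosphates, and higher sugar transport genes of HN019 to 2 from 1.

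Leaving out 1 library at a time gives 7 to 53 higher and 14 to 81 lower genes in HN019 ISO_4, and 7 to 67 and 22 to 95 in the interaction of ISO_4. In ISO_4, lists then run from 0 to 1 lower ABC transporters, 1 to 2 lower and 1 to 7 higher amino acid and peptide transport genes in Bl-04, and 0 to 5 higher branched-chain genes in HN019. In Bl-04 LOG_8 they run from 4 to 5 lower ABC transporters, 0 to 2 lower pentose phosphate genes, 2 to 4 lower sugar transport genes and 1 to 2 higher methionine genes. Bl-04 LOG_32 has 8 to 11 lower ABC transporters, 0 lower multidrug efflux genes, and 1 to 2 higher genes of cell division, of glutamine and related amino acids and of the tetracycline loci. HN019 LOG_8 has 1 to 2 lower fructooligosaccharide and maltose genes and 0 to 1 lower xylose and arabinose genes. HN019 LOG_32 has 0 to 1 higher chaperones and ribosomal proteins, 1 to 2 higher genes of fructooligosaccharides and maltose, of lactose and galactose and of peptidoglycan, and 1 to 4 lower chaperones, 2 to 3 lower fructooligosaccharide and maltose genes, 5 to 8 lower sugar transport genes and 0 to 1 lower xylose and arabinose genes.

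Without logs, R² is 0.921 between ISO_0 and ISO_4 of Bl-04, 0.844 between the strains in LOG_8 and 0.785 in LOG_32, 0.881 and 0.782 between ISO_0 and LOG_8 of Bl-04 and HN019, 0.638 and 0.585 between ISO_0 and LOG_32, and 0.813 and 0.768 between LOG_8 and LOG_32. CPM gives, in the same order, 0.958, 0.798, 0.775, 0.883, 0.876, 0.631, 0.619, 0.812 and 0.730, and 0.931 between the strains in ISO_0. With log2(RPKM + 0.1) it is 0.899 between the strains in ISO_0, 0.753 in LOG_8 and 0.696 in LOG_32, and 0.858 between ISO_0 and LOG_8 of Bl-04. Without 1 library it runs from 0.940 to 0.951 between ISO_0 and ISO_4 of Bl-04 and from 0.916 to 0.970 in HN019, and in Bl-04 from 0.859 to 0.862 between ISO_0 and LOG_8, from 0.564 to 0.572 between ISO_0 and LOG_32 and from 0.777 to 0.781 between LOG_8 and LOG_32. Between the strains it runs from 0.909 to 0.919 in ISO_0 and from 0.909 to 0.931 in ISO_4. PC1 holds 57.3% of the variance when all genes are used and 58.0 to 64.0% without 1 library, and PC2 24.0% with log2 CPM and 19.9 to 24.1% without 1 library.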

Differences from the paper's values

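Genes higher in ISO_4 than in ISO_0 of Bl-04 number 46 here, at an adjusted p under 0.05 and 2-fold, and 27 in the paper. The paper's methods name P of at most 0.05 and 2-fold, and equate this with a −log10 adjusted p of 1.00, which is 0.1, and at 0.1 and 2-fold 49 genes are higher in Bl-04 here. Of the alternatives set before the data were examined, edgeR on only the groups compared (40) and leaving out Bl-04_ISO_0 replicate 2 (32) or Bl-04_ISO_4 replicate 2 (34) come within 1.5 times of the paper's count, and the other 10, both DESeq2 fits, the other scalings and thresholds, no filter, the block and the other left-out libraries among them, do not. In HN019, 19 genes are higher in ISO_4 here and 2 in the paper, and none of the 13 alternatives set before the data were examined comes within 1.5 times of the paper's count (0 in edgeR on only the groups compared, 11 in DESeq2 on these, and 7 and 8 as the lowest without 1 library, HN019_ISO_0 replicate 2 or HN019_ISO_4 replicate 2). Genes lower in HN019 ISO_4 number 35 here and 12 in the paper's Table 1, and of those alternatives only leaving out HN019_ISO_0 replicate 2 (14) or HN019_ISO_4 replicate 2 (15) comes within 1.5 times of it, while the other 11 do not. Table 1 sums genes over categories, so its LOG columns were not set beside counts of genes.

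The paper gives *tet*(W) (Balac_0967) in Bl-04 ISO_4 an increase of 0.64-fold with an adjusted p of 0.023. Taken as a log2 fold change, 0.64 stands against 0.34 ± 0.19 here. Of the alternatives set before the data were examined, only leaving out Bl-04_ISO_4 replicate 1 (0.44) comes within 1 standard error, while the other 12 do not. A gap of over 1 standard error alone does not set the values apart. Taken as a fold minus 1, 0.64 stands against 0.269 here, which none of the 13 alternatives reaches (0.353 at most, without Bl-04_ISO_4 replicate 1). The adjusted p is 0.165 here in edgeR, and of the alternatives DESeq2 on only the groups compared gives 0.0223, within 1.5 times of the paper's, and the other 12 do not, with edgeR on only these groups at 0.0423.

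The R² between ISO_0 and ISO_4 of Bl-04 is 0.9675 in the paper's text and 0.951 here, and none of the 4 alternatives set before the data were examined (log2(RPKM + 0.1), no logs, filtered genes, CPM) reaches it (0.958 at most, with CPM). Between the strains in ISO_4 the paper's text gives 0.9158 against 0.935 here. With log2(RPKM + 0.1) it is 0.922, and 0.909 without HN019_ISO_4 replicate 1, a setting chosen after seeing the values. No logs, filtered genes and CPM give 0.940, 0.935 and 0.946. Between the strains in ISO_0 the paper's text gives 0.9675 against 0.916 here, and none of the 4 alternatives reaches it (0.931 at most, with CPM). For these comparisons Fig. 4A shows, read by eye, about 0.94 for ISO_0 and ISO_4 of Bl-04 and about 0.89 for the strains in ISO_0, and about 0.75 for the strains in LOG_8 against 0.768 here. In each of these 3, log2(RPKM + 0.1) comes closest of the 4 alternatives (0.950, 0.899 and 0.753). For the replicates of HN019_LOG_8, Fig. 4A shows about 0.93, read by eye, against 0.993 here, and the 4 alternatives give 0.985 or more. The paper's text ranks the strains as closer in ISO_4 than in ISO_0 while the values it prints run the other way, and here the value of ISO_4 is the higher, except without HN019_ISO_4 replicate 1. The paper names Bl-04_LOG_32 as the group with the highest R² between replicates, and here HN019_LOG_8 is the highest, with 0.993 for both after rounding, while Bl-04_LOG_32 is the highest with log2(RPKM + 0.1) (0.992) and without logs (0.986). Fig. 4B draws the HN019 replicates that lie far apart as ISO_0 and a close pair as ISO_4, while here the HN019_ISO_4 replicates lie 6.23 apart and those of HN019_ISO_0 1.74. The paper's text gives the lowest R² between replicates to HN019_ISO_4, as here, and whether the figure or the deposited table carries exchanged labels was not settled, so the HN019 values of ISO_0 and ISO_4 rest on the labels of the table. The paper expected Bl-04 in LOG_8 to be more like LOG_32 and HN019 in LOG_8 more like the ISO experiments, and reads evidence of this from the principal components, although LOG_8 did not vary drastically between the strains. Here Bl-04_LOG_8 lay 26.3 from LOG_32 and 21.3 from ISO_0, and HN019_LOG_8 32.3 and 17.0.

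The paper reports *tet*(36) (Balac_1502) as rising with LOG exposure, and here it was lower in HN019 LOG_8 (−2.04) and not called in HN019 LOG_32 (−0.35) or Bl-04 LOG_8 (−0.63). In Bl-04 LOG_32 it has 1.00, just under 2-fold, and is called with library totals (1.40), without Bl-04_ISO_0 replicate 1 (1.01), without Bl-04_LOG_32 replicate 1 (1.05) and with no minimum fold. *tet*(P) (Balac_1282), which the paper gives as rising in the LOG experiments, was called in LOG_32 only, and in LOG_8 of Bl-04 (0.24) and HN019 (0.60) it is called with no minimum fold. *tet*(W), which the paper gives as falling with LOG exposure, had 0.20 in Bl-04 LOG_8, and no setting called it lower, while its other 3 LOG comparisons were called lower. Fig. 7B marks *dnaA* (Balac_0001) in HN019 LOG_8, where it has 0.91 here and is called with library totals, without HN019_ISO_0 replicate 1 and with no minimum fold, and the other marks of Fig. 7A and B match the calls here. The values drawn for RPKM in Fig. 7B are far above 357 RPKM for *tet*(W) and 254 for *dnaA* in HN019_ISO_0, and lie near the read counts of these genes.

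The paper reports *cspA* (Balac_0655) and all *cas* genes as changed in the LOG experiments, *cspA* in a passage on Bl-04. In Bl-04, *cspA* was called higher in LOG_8 and LOG_32 here too. In HN019 LOG_8 it has 0.81 and is called only with no minimum fold. For *csb1* (Balac_1306), HN019 LOG_8 (−0.48) is called only with no minimum fold and Bl-04 LOG_8 (−0.37) under no setting. The other 5 *cas* genes were lower in LOG_8 of both strains. *cpsD* (Balac_1392), which the paper gives as higher in HN019 in LOG_8, has 0.68 here and is called with no minimum fold. The paper gives 12 cluster genes as rising in the LOG experiments and draws them for Bl-04 in Fig. 8A. In Bl-04, 9 of them were higher in LOG_8 here and 12 in LOG_32. In HN019, 11 were higher in LOG_32, and none was called higher in LOG_8 in edgeR or DESeq2. With no minimum fold, edgeR calls Balac_1275 and Balac_1276 higher there and Balac_1270 lower. There Balac_1275 is called with library totals, without HN019_ISO_0 replicate 1 and without HN019_LOG_8 replicate 2, and Balac_1276 without the last. The paper gives genes of glutamine, glutamate, aspartate and related amino acids as falling in the LOG experiments, and of the 12 listed here 1 was higher and none lower in HN019 LOG_8, and 3 and 3 in HN019 LOG_32, where DESeq2, its scaling and leaving out HN019_ISO_0 replicate 2 give 3 and 4. Genes for fructooligosaccharides, raffinose, maltose and maltodextrin uptake fall in the paper, and of the 9 genes listed here 1 was higher and none lower in Bl-04 LOG_8 (2 lower in edgeR and DESeq2 on only the groups compared) and 2 and 1 in Bl-04 LOG_32, while Balac_1597 to Balac_1599 of a sugar transporter were lower in LOG_8 and LOG_32 of Bl-04 and in LOG_32 of HN019, and not called in LOG_8 of HN019. The paper counts more pentose phosphate genes lower in LOG_32 than the 6 in Bl-04 and 5 in HN019 found here, and the settings that change the HN019 count, DESeq2, its scaling, edgeR on only the groups compared, or leaving out HN019_ISO_0 replicate 1 or either LOG_32 library, give 6. Riboflavin, NAD and coenzyme A genes rise in the LOG experiments in the paper, and here edgeR called none of those listed in HN019 LOG_8 and no riboflavin gene in Bl-04 LOG_8 (DESeq2 called none either), while those of LOG_32 were called as described. The paper sorted genes by RAST category, and the lists here, of 2, 5 and 5 genes, were set by product names. The genes compared thus need not be the same, which holds for the other lists of this paragraph too. With no minimum fold, Balac_1530 in HN019 LOG_8 (0.31), Balac_0417 in Bl-04 LOG_8 (0.51) and *panK* (Balac_0557) in HN019 LOG_8 (0.24) are called higher, and *coaD* (Balac_0281, −0.37) and *nadD* (Balac_0741, −0.60) in HN019 LOG_8 lower. Of the xylose genes, which the paper gives as rising in both strains, Balac_0065 fell in HN019 LOG_32 (−1.23), and the other calls there were higher. In HN019 LOG_8, 1 of the 9 xylose and arabinose genes was lower too, and 4 were higher. For indel 28 the paper reports no reads in HN019, and 1 to 6 reads over the 3 genes were assigned there in each experiment here.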

Other observations

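Of the tests in this part, those of the inoculum, of equal *cas* levels, of the growth times, of counting noise and of a swapped library were chosen after their results were seen. In LOG_32 the genes of the ATP synthase, the membrane enzyme that links protons to ATP, fell in both strains. Balac_1434, its C chain, had log2 fold changes of −2.88 ± 0.13 in Bl-04 and −2.78 ± 0.13 in HN019, Balac_1433, subunit B, −2.64 ± 0.13 and −2.45 ± 0.13, and Balac_1432, subunit delta, −2.35 ± 0.11 and −2.22 ± 0.11. In glycolysis, Balac_1017, enolase, fell by −3.31 ± 0.12 and −2.97 ± 0.12, Balac_1162, glyceraldehyde-3-phosphate dehydrogenase, by −2.85 ± 0.074 and −2.64 ± 0.073, and Balac_0293, glucose-6-phosphate isomerase, by −2.39 ± 0.12 and −2.67 ± 0.12. Balac_1083, formate acetyltransferase, which splits pyruvate into formate and acetyl-CoA, had −1.47 ± 0.17 and −4.19 ± 0.19, and its response differed between the strains by −2.71 ± 0.24 (adjusted p = 1.52e-05 from edgeR's interaction test). The adjusted p of the other genes was at most 6.97e-06 from edgeR.

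Of the 12 DNA repair genes, 6 were higher in LOG_32 of Bl-04 and 6 in LOG_32 of HN019. Balac_1114, *recA*, which drives recombination and the SOS response, had log2 fold changes of 1.90 ± 0.091 in Bl-04 and 1.46 ± 0.090 in HN019, Balac_0418, RadA, 1.89 ± 0.12 and 2.25 ± 0.12, and Balac_1113, a RecX-like protein, 2.02 ± 0.13 and 1.72 ± 0.13. Transposase genes Balac_0912 and Balac_1518 rose by 4.15 ± 0.19 and 4.23 ± 0.32 in Bl-04 and 3.75 ± 0.19 and 3.52 ± 0.29 in HN019, and the integrase gene Balac_1157 by 2.58 ± 0.13 and 3.22 ± 0.13. Lower genes included *valS* (Balac_1465) and *gatB* (Balac_1473), which load tRNAs with amino acids, at −2.63 ± 0.11 and −1.96 ± 0.11 in Bl-04 and −1.90 ± 0.11 and −2.28 ± 0.11 in HN019, and Balac_0595 and Balac_0594 of purine synthesis, at −3.23 ± 0.12 and −2.86 ± 0.15 and −2.27 ± 0.12 and −1.58 ± 0.14. Of the 19 purine and pyrimidine genes 7 were lower in Bl-04 and 6 in HN019. For these genes, edgeR gave an adjusted p of at most 7.05e-07. With an estimated correlation in limma's camera, the lists of DNA repair and of purine and pyrimidine genes had an adjusted p of 0.267 and 0.529 in Bl-04 and 0.122 and 0.734 in HN019. With a preset correlation of 0.01 in camera they had 0.0363 and 0.0432 in Bl-04 and 0.0127 and 0.198 in HN019.

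Of the 54 ribosomal protein genes, 17 were lower in Bl-04 LOG_32, such as Balac_0381, protein S10 (−1.57 ± 0.12), and 1 was higher in HN019 LOG_32. These counts rest on the TMM scaling, since library totals give 1 lower in Bl-04 and 6 higher in HN019. Of the 12 translation factor genes, 2 were higher and 1 lower in Bl-04 and 5 and 1 in HN019, and Balac_0542, release factor 2, which ends protein synthesis at stop codons, had 1.35 ± 0.079 and 1.62 ± 0.080. Of the 12 chaperone and heat shock genes 2 were higher and 4 lower in Bl-04 and 1 lower in HN019, and *dnaK* (Balac_1557), a chaperone that refolds proteins, had −2.64 ± 0.20 and −1.59 ± 0.19. Of the 10 peptidoglycan genes 1 was higher and 1 lower in Bl-04 and 1 and 3 in HN019, where Balac_1202, a ligase of the cell wall precursor, had −1.50 ± 0.067. Of the 9 cell division genes 2 were higher and 1 lower in Bl-04 and 2 and 2 in HN019, with 1.32 ± 0.080 and 1.47 ± 0.080 at Balac_0543, an FtsE-like protein. Of the 2 fatty acid synthesis genes, Balac_0141, a biotin carboxylase, rose by 2.59 ± 0.31 and 1.86 ± 0.31. Library totals also give 2 higher chaperone genes, 2 higher and 1 lower peptidoglycan gene and no lower cell division gene in HN019, and 2 higher and no lower peptidoglycan gene and no lower gene of cell division or of the translation factors in Bl-04. The lower chaperone genes of HN019 number 2 in DESeq2 and 1 to 4 without 1 library, and DESeq2 gives 1 higher cell division gene in Bl-04 and no higher ribosomal protein gene in HN019. edgeR's adjusted p for these genes was at most 1.60e-04, and the list counts of this part are the same adjusted over the list alone. As lists, ribosomal protein genes had an adjusted p of 0.658 in Bl-04 and 0.862 in HN019 with an estimated correlation, chaperones 0.802 and 0.862, and translation factors 0.802 and 0.774. With a preset correlation, camera's adjusted p was 0.00407 in Bl-04 and 0.346 in HN019 for ribosomal protein genes. For chaperones it was then 0.380 and 0.694, and for translation factors 0.659 and 0.262.

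In LOG_32 against ISO_0, 743 genes passed both thresholds in Bl-04 and 746 in HN019. After thinning every library to 9834539 reads, edgeR called 742 and 743 genes, which argues against higher read totals of the LOG_32 libraries as the cause. Without the 58 genes among the 20 most counted of any library it called 716 and 713. TMM scaling already adjusts the main counts for a loss of reads from these genes that lifts the shares of the others. These counts thus cannot tell whether such a loss took place. The TMM factors were 0.905 to 0.910 in Bl-04_ISO_0 and 1.20 to 1.21 in Bl-04_LOG_32. In HN019 they were 0.904 to 0.906 in ISO_0 and 1.22 to 1.28 in LOG_32, so the shares of reads did shift. The split into higher and lower genes depends on this scaling, as given above. Between LOG_32 and LOG_8, which share the undiluted inoculum, edgeR called 459 and 608, which argues against the inoculum alone. The dose may thus account for part of these calls, but growth time differs between LOG_8 and LOG_32 too, and its share stays open.

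The response of the 6 *cas* genes to ISO_4 was higher in HN019 than in Bl-04, by a median log2 difference of 1.31. The median is 1.61 without HN019_ISO_4 replicate 1 and 0.96 without replicate 2, so a strain difference and 1 library that stands apart cannot be told apart, since the lower value lies under the bound of 1 set for the test. In ISO_4 itself HN019 stood higher by a median of 0.72, with 5 of the 6 genes at an adjusted p under 0.05 from edgeR, which argues against equal levels of the strains in ISO_4. In ISO_0 it stood lower than Bl-04, by a median of −0.68, with 4 of the 6 genes at an adjusted p under 0.05 from edgeR. The median of 1.31 thus takes in a lower level of HN019 without tetracycline as well as a higher one in ISO_4. Bl-04 grew 4 h longer than HN019 in ISO_4 in both replicates, so strain and growth time cannot be told apart here. That the strains differ in this response may hold, as a hypothesis found and tested on the same libraries.

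The ISO_4 replicates stood apart more than those of the other groups in both strains. Their chi-square per degree of freedom was 345 in HN019 and 169 in Bl-04, and 22.9 to 66.2 in the other groups, so the replicates of every group, which are separate samples, vary beyond counting noise, and this value does not tell what sets those of ISO_4 apart. The genes of indel 28 stayed at or under 0.278 CPM in the HN019_ISO_4 libraries and at or above 83.2 CPM in the Bl-04 libraries, which argues against a swapped or mixed library of the other strain. Over the 1463 genes less than 2-fold apart in HN019_ISO_4, the difference of replicate 1 from replicate 2 correlated between the strains in ISO_4 with r = 0.352, and with other groups at 0.184 or less. A condition shared by the same-numbered ISO_4 cultures of both strains is a candidate explanation, and the sources used here name none.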
